# Dietary Restriction Induced Longevity Is Mediated by Nuclear Receptor NHR-62 in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1003651

**Published:** 2013-07-25

**Authors:** Bree N. Heestand, Yidong Shen, Wei Liu, Daniel B. Magner, Nadia Storm, Caroline Meharg, Bianca Habermann, Adam Antebi

## Abstract

Dietary restriction (DR) extends lifespan in a wide variety of species, yet the underlying mechanisms are not well understood. Here we show that the *Caenorhabditis elegans* HNF4α-related nuclear hormone receptor NHR-62 is required for metabolic and physiologic responses associated with DR-induced longevity. *nhr-62* mediates the longevity of *eat-2* mutants, a genetic mimetic of dietary restriction, and blunts the longevity response of DR induced by bacterial food dilution at low nutrient levels. Metabolic changes associated with DR, including decreased Oil Red O staining, decreased triglyceride levels, and increased autophagy are partly reversed by mutation of *nhr-62*. Additionally, the DR fatty acid profile is altered in *nhr-62* mutants. Expression profiles reveal that several hundred genes induced by DR depend on the activity of NHR-62, including a putative lipase required for the DR response. This study provides critical evidence of nuclear hormone receptor regulation of the DR longevity response, suggesting hormonal and metabolic control of life span.

## Author Summary

Dietary restriction extends the life span of diverse species across taxa, yet the underlying mechanisms are poorly understood. In humans there are clear health benefits associated with DR such as improved serum cholesterol and lipid levels. In *Caenorhabditis elegans*, genes implicated in the TOR pathway, autophagy, protein synthesis and energy homeostasis have been shown to modulate the dietary restriction response; however their mechanism of action is still unclear. In this work, we find that the *C. elegans* nuclear hormone receptor, *nhr-62*, is required for longevity in multiple DR regimens, providing the first evidence of a nuclear receptor required for DR-induced longevity. Additionally, *nhr-62* is required for physiologic changes associated with DR, including increased autophagy and decreased levels of triglycerides, possibly through lipolysis. Moreover, *nhr-62* is responsible for regulating hundreds of genes under DR, as measured by qPCR and RNA-seq. Importantly, this work is the first to report transcriptome analysis of DR in *C. elegans* and the first to provide functional evidence that nuclear receptors are key regulators of the DR longevity response, which imply hormonal and metabolic control of longevity, possibly through alterations in fat metabolism, lipolysis, and autophagy.

## Introduction

Genetic and environmental factors can cause profound changes in organism lifespan. Genetic alterations that stimulate robust longevity across taxa include reduced insulin/IGF and TOR signaling, reduced mitochondrial function, and reduced signaling from germline stem cells [1]. One of the most pervasive environmental alterations that impacts longevity is dietary restriction (DR), a reduction in caloric uptake without malnutrition, which can increase health and life span in different organisms, including yeast, worms, flies, and rodents [2]. Whether DR induces longevity in non-human primates is still under debate, however there are clear health benefits observed [3], [4]. In humans, evidence indicates that DR lowers body temperature, insulin levels, and body fat [5], [6]. Moreover, improved serum cholesterol and lipid levels suggest a decreased risk for cardiovascular disease [7]. Conversely, overnutrition may be a risk factor for age-related disease including obesity, diabetes, heart disease, neurodegeneration, and cancer [8].

In *Caenorhabditis elegans* several different DR regimens can induce longevity. The two most widely used are dilution of bacterial food and the genetic DR mimetic *eat-2*. Dilution of bacterial food in liquid culture (BDR) was first demonstrated by Klass in 1977 to extend *C. elegans* life span, and variations of this method have been shown to enhance longevity by 20–100% [9], [10]. By this regimen, animals develop on bacterial plates *ad libitum* until adulthood, and then are shifted to liquid culture containing a dilution of bacterial food. The *eat-2* mutation affects the function of a pharyngeal acetylcholine receptor subunit, which reduces pharyngeal pumping rate and subsequent food intake throughout the life of the animal, and extends life span by 15–40% [11]. Other ways of inducing DR in *C. elegans* adults include intermittent feeding (IF), in which worms are fed every two days, dietary deprivation (DD), in which adult worms are completely removed from food, and solid DR (sDR) where bacteria is diluted on solid agar plates [12]–[14]. Curiously, life extension by these regimens requires different sets of genes, indicating that DR is not a uniform process and could result from multiple responses [11]–[16].

From genetic studies in *C. elegans*, a few key transcriptional regulators of the DR response have started to emerge. PHA-4 is a FOXA homolog required for *eat-2* and BDR induced longevity [10]. SKN-1 is an NF-E2 transcription factor required in a BDR model of DR longevity [17]. Additionally, heat shock factor and hypoxia inducible factor have been implicated in regimens resembling DD or IF [18], [19]. Reduced signaling through the nutrient sensor TOR kinase, and processes downstream of TOR that increase autophagy, reduce protein synthesis, and alter energy homeostasis may contribute to the DR response [12], [20], [21]. Nevertheless, the regulatory networks and the underlying mechanisms promoting longevity still remain unclear.

In an effort to identify regulators of DR-induced longevity, we specifically focused on nuclear hormone receptors (NHRs). Nuclear hormone receptors are transcription factors that respond to fat-soluble hormones, such as steroids and fatty acids, to directly regulate gene transcription. They are broadly implicated in the regulation of development, metabolism and homeostasis, and are well poised to coordinate events throughout the body in response to hormonal or nutritional signals [22], [23]. We hypothesized that NHRs may mediate metabolic states associated with DR, and thus could be important for DR-induced longevity. In this work we identify the HNF4α-like nuclear hormone receptor *nhr-62* as required for DR-induced metabolic and longevity responses.

## Results

### NHR-62 is Necessary for *eat-2* DR-induced Longevity

To test if NHRs mediate DR-induced longevity, we performed RNAi knockdown of NHRs in animals carrying an *eat-2* mutation (a genetic DR mimetic), and screened for a loss of *eat-2*-induced longevity. We screened 246 of the 284 *C. elegans* NHRs in a genetic background more sensitive to RNAi (*eat-2;nre-1;lin-15b*). Knockdown of most NHR genes had no effect on *eat-2* longevity (*e.g.*, *nhr-35* Figure 1A). As expected, knockdown of a few NHRs substantially shortened *eat-2* and wild-type life span (*e.g.*, *nhr-49*) yet largely maintained DR-induced life span extension (Figure S1). Interestingly, we found that only knockdown of *nhr-62*, an HNF4α related NHR, suppressed the longevity of *eat-2;nre-1;lin-15b* while having little effect on the longevity of *nre-1;lin-15b* control animals (Figure 1B).

**Figure 1:**
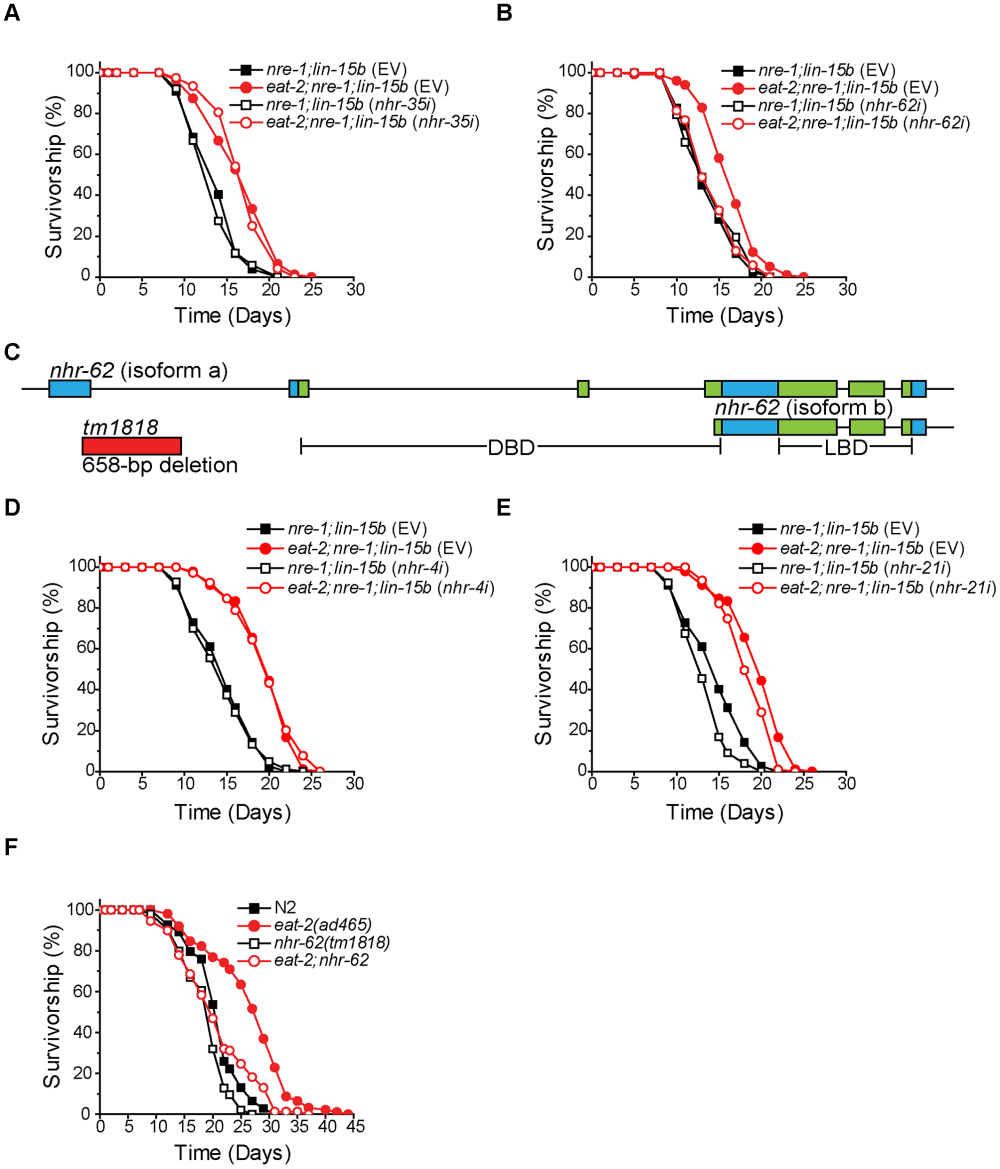
*nhr-62* mediates the longevity response to dietary restriction. (A) *eat-2;nre-1;lin-15b* worms fed either empty vector or *nhr-35* RNAi had a significant increase in lifespan compared to *ad libitum* controls (p<0.001). See Figure S1 for other NHRs. (B) *eat-2;nre-1;lin-15b* fed *nhr-62* RNAi do not have a DR-induced lifespan extension (p = 0.907). (C) Gene model for *nhr-62*. Boxes indicate exons and lines indicate introns. The DNA binding domain (DBD) and the ligand binding domain (LBD) are indicated in green. (D,E) *eat-2;nre-1;lin-15b* worms fed either empty vector, *nhr-4* or *nhr-21* RNAi had a significant increase in lifespan compared to *ad libitum* controls (p<0.001). (F) *eat-2(ad465)* had a significant increase in lifespan compared to wild-type (N2) (p<0.001). Mutation of *nhr-62* suppressed the lifespan extension of *eat-2(ad465)* worms (p<0.001). p-values calculated by the log-rank test.

The *nhr-62* locus encodes a predicted long isoform A (515 AA) consisting of DNA- and ligand-binding domains (DBD; LBD), and a short isoform B (353 AA) consisting of only the LBD (Figure 1C). *nhr-62* shares 26–28% overall identity with vertebrate and insect HNF4α nuclear receptors across both domains. Mammalian HNF4α proteins function in many processes including lipid and glucose metabolism, and HNF4α mutations in humans are associated with maturity onset diabetes of the young type 1 [24], [25]. Similarly, the *Drosophila melanogaster* HNF4α homolog is important for lipid mobilization, fatty acid β-oxidation, and the starvation response [26]. However, 269 of the 284 NHRs in *C. elegans* represent a major expansion of the HNF4α family and are interrelated [27]. To determine specificity of the suppression of DR-induced longevity by *nhr-62*, we first compared the fraction of animals alive at day 15 between *nre-1;lin-15b* and *eat-2;nre-1;lin-15b* fed *nhr-62*'s closest homologs, *nhr-21*, *nhr-4*, *nhr-34*, and *nhr-100*, and found that these genes were not required for longevity in *eat-2;nre-1;lin-15b* mutant animals (Figure S1). Secondly, we measured the lifespan of dietarily restricted worms subjected to either empty vector RNAi or RNAi specific to the NHRs with closest homology, *nhr-21* and *nhr-4*, and again found that these genes were not required for DR-induced longevity (Figure 1D,E and Figure S1). These data suggest that *nhr-62* uniquely regulates *eat-2* DR-induced life span extension in *C. elegans*.

To validate our RNAi results, we obtained the deletion allele, *nhr-62(tm1818)*, which removes a 658 bp region, including part of exon one, and results in an immediate stop codon, thus removing the DBD of the receptor. Although *nhr-62(tm1818)* is likely a strong loss-of-function allele, it may not be null because the predicted B isoform containing the LBD only is intact. We introduced this mutation into *eat-2(ad465)* animals and measured the lifespan of the double mutant. Similar to RNAi, *nhr-62(tm1818)* significantly suppressed the lifespan of *eat-2(ad465)* animals. Importantly, the *nhr-62(tm1818)* mutant had little or no effect on wild-type (N2), suggesting that *nhr-62* does not suppress *eat-2* longevity through general sickness (Figure 1F). Though *nhr-62(tm1818)* consistently suppressed *eat-2(ad465)* lifespan, suppression was not always complete, suggesting other activities still contribute to the response.

To confirm the role of *nhr-62* in DR-induced longevity, we generated an extra chromosomal line, *dhEx627*, expressing wild-type *nhr-62*, and introduced it into *eat-2;nhr-62* mutant animals to measure whether complementing *nhr-62* function was sufficient to restore longevity. As expected, the *dhEx627* array restored longevity to *eat-2;nhr-62* double mutants (Figure 2A). Interestingly, when this array was crossed into the wild-type background, *nhr-62* over-expressing worms displayed phenotypes similar to DR worms (*e.g.*, small body size and reduced fat) without affecting pharyngeal pumping rate (Figure S2). Furthermore, the *dhEx627* array significantly extended the life span of wild-type animals in four of eight independent experiments, suggesting that *nhr-62* can be sufficient to promote longevity (Figure 2B and Table S1).

**Figure 2:**
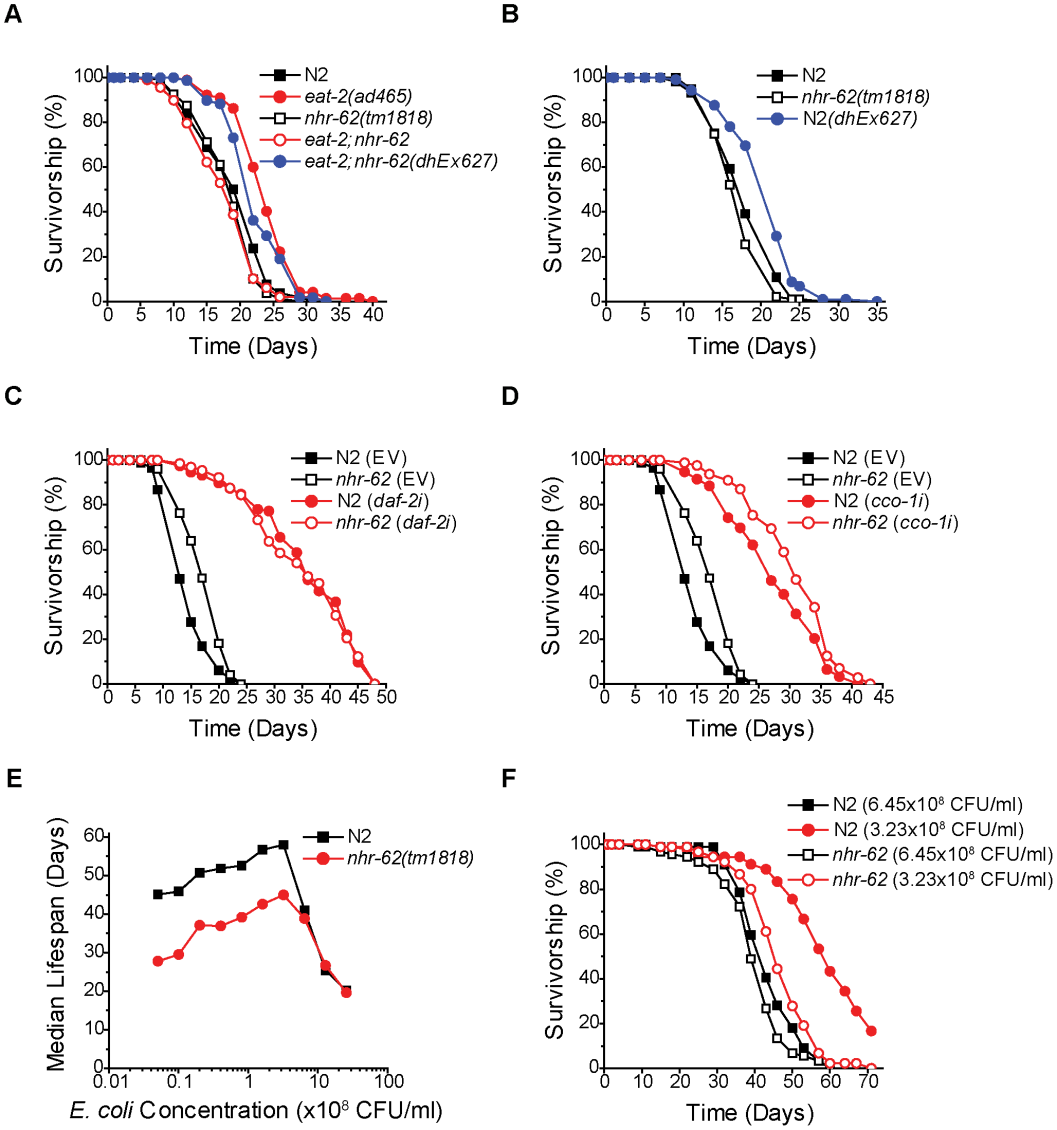
*nhr-62* specifically regulates DR-induced longevity. (A) Survivorship curves for wild-type (N2), *eat-2(ad465)*, *nhr-62(tm1818)*, *eat-2;nhr-62*, and *eat-2;nhr-62(dhEx627)*. Extra chromosomal array *dhEx627* (carrying a wild-type *nhr-62*) in *eat-2;nhr-62* resulted in a significant increase in lifespan compared to both *nhr-62(tm1818)* and *eat-2;nhr-62* mutants (p<0.001). (B) Wild-type (N2) worms with *dhEx627* exhibited a significant increase in lifespan compared to wild-type (p<0.001). See Figure S2 for physiologic traits of overexpression. (C,D) Both wild-type (N2) and *nhr-62(tm1818)* worms fed *daf-2* RNAi or *cco-1* RNAi had a significant increase in lifespan when compared to controls (p<0.001). (E) BDR curve for wild-type (N2) and *nhr-62(tm1818)* worms. The lifespan of wild-type and *nhr-62(tm1818)* were not different at the three most concentrated food dilutions, but were significantly different at the remaining 7 dilutions (p<0.001). (F) Survivorship curves for wild-type (N2) and *nhr-62(tm1818)* fed either 6.45×10^8^ CFU/ml or 3.23×10^8^ CFU/ml. p-values calculated by the log-rank test.

Reduced insulin/IGF receptor (IR) signaling or reduced mitochondrial function have both been shown to extend life span [28], [29]. To test if *nhr-62* also modulates longevity of these pathways, we measured the lifespan of *nhr-62(tm1818)* animals fed *daf-2* (IR) or *cco-1* (cytochrome c oxidase) RNAi. As expected, *daf-2* RNAi and *cco-1* RNAi robustly increased the life span of wild-type animals. Moreover, RNAi knockdown similarly increased longevity in the *nhr-62(tm1818)* background (Figure 2C,D). These results reveal the *nhr-62* mutation does not affect these pathways, but specifically modulates DR-induced longevity. Taken together, these data indicate that NHR-62 is a novel regulator of DR-induced longevity.

### NHR-62 Mediates BDR Longevity Response at Lower Nutrient Levels

If NHR-62 is a robust mediator of DR-induced longevity, then it would be predicted to suppress longevity in a second DR regimen. To test whether *nhr-62(tm1818)* is also required for DR-induced longevity by BDR, we measured the lifespan of wild-type and *nhr-62(tm1818)* worms fed bacteria at ten different concentrations. We started with our *ad libitum* bacterial concentration of 2.5×10^9^ CFU/ml followed by nine subsequent two-fold serial dilutions. At the level of DR associated with the longest lifespan (optimal; 3.23×10^8^ CFU/ml), wild-type worms exhibited a 188% increase in median lifespan compared to *ad libitum* conditions (Figure 2E). When bacteria were diluted past this optimal DR condition, the median lifespan of wild-type worms decreased, resulting in a characteristic tent-shaped DR response curve. Unexpectedly, across the first two dilutions *nhr-62(tm1818)* worms exhibited a 40% increase in median lifespan compared to *ad libitum* conditions, identical to the wild-type DR response curve at these high nutrient conditions. However, at the optimal DR condition, the DR response curve for *nhr-62(tm1818)* mutants diverged from the wild-type curve; these animals were unable to respond to DR as effectively, with only a partial increase in the median lifespan at all subsequent concentrations (Figure 2E,F and Table S2). These results suggest that *nhr-62* blunts the BDR response at lower nutrient concentrations.

### NHR-62 Is Widely Expressed

We obtained a transgenic strain from the Hope laboratory containing 2 kb of the *nhr-62* promoter fused to *gfp* (p*nhr-62*::*gfp*). As previously described, transgene expression was observed from embryo to adult in the pharynx and intestine. We also observed clear expression in various neurons including sensory neurons, motor neurons, hermaphrodite specific neuron, and pharyngeal neurons (data not shown). A similar pattern of expression was seen in the *eat-2(ad465)* background. A full-length integrated low copy *nhr-62::gfp* expressing strain from the TransgeneOme Project [30] was weakly expressed in many tissues including the nuclei of pharynx, sensory neurons, intestine, spermatheca, hypodermis, and excretory cell in both wild-type (Figure 3A–F) and *eat-2* backgrounds. Again no obvious change in *nhr-62::gfp* intensity or localization was observed in the *eat-2* background, nor were changes seen in *nhr-62* mRNA levels as measured by qPCR. Notably several tissues that express *nhr-62::gfp*, such as the intestine, ASI sensory neurons, and hypodermis, are major endocrine tissues that coordinate metabolic states and have been implicated in aging [10], [17], [20], [31], [32].

**Figure 3:**
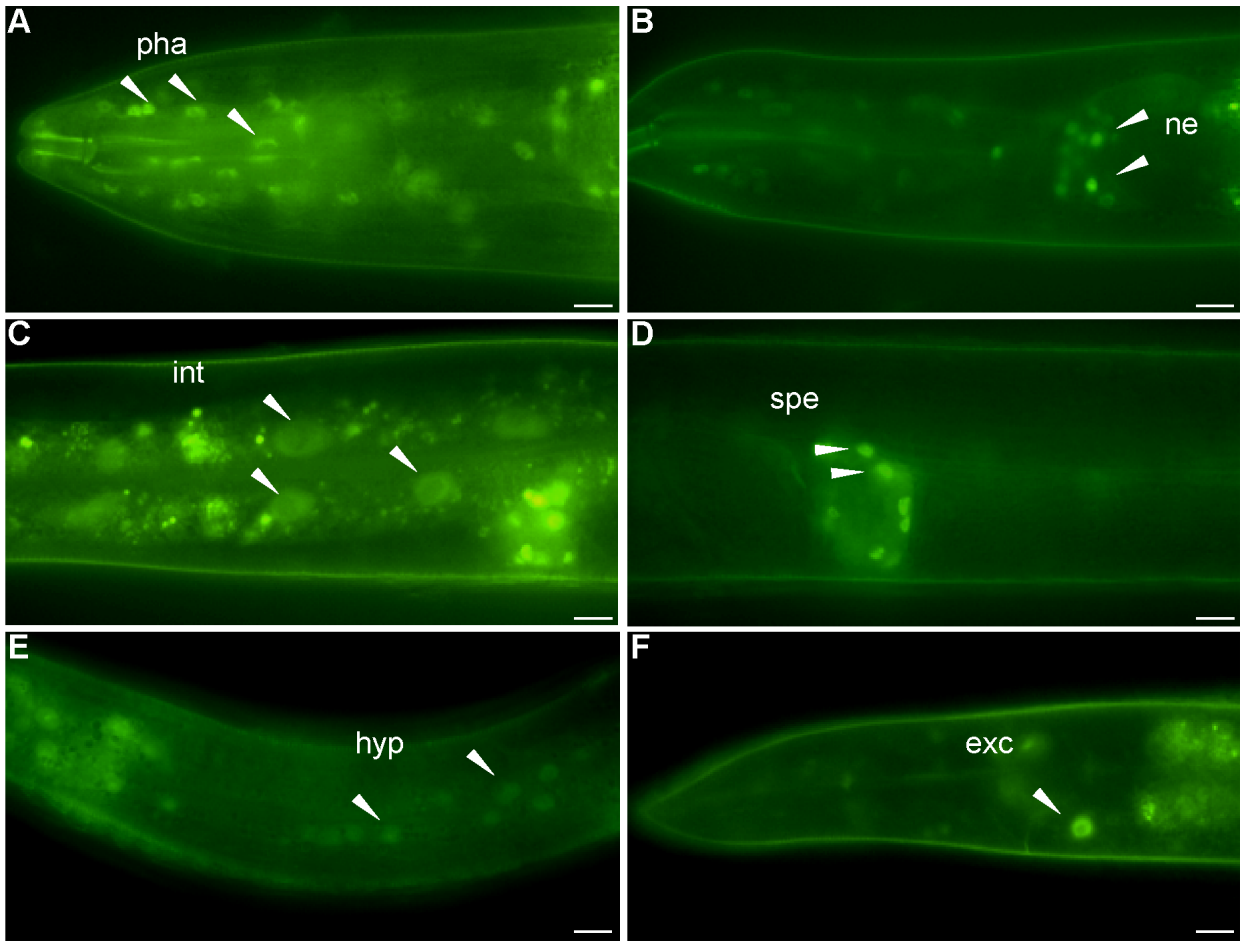
Expression pattern of *nhr-62*::*gfp.* A full length fusion of *nhr-62::gfp* resides in the nuclei of (A) pharyngeal cells (pha), (B) sensory neurons (ne) (C) intestinal cells (int) (D) spermatheca (spe) (E) hypodermis (hyp) (F) excretory cell (exc). Scale bar is 10 µM.

### NHR-62 Modulates DR-Induced Fat Metabolism

Animals under DR generally display dramatic changes in stored fat compared to animals in *ad libitum* conditions. Since *nhr-62* shares homology to HNF4α-like NHRs known to function in fat metabolism such as *nhr-49* and *nhr-80* [33], [34], we hypothesized that *nhr-62* might be necessary for proper fat regulation under DR. To test this hypothesis, we treated wild-type, *nhr-62(tm1818)*, *eat-2(ad465)*, and *eat-2;nhr-62* animals with the lysochrome dye Oil Red O, which stains neutral triglycerides and lipids (Figure 4A). The intensity of Oil Red O has been reported to correlate positively with triglyceride levels as measured by biochemical assays [35]. We found Oil Red O staining intensity in *eat-2* mutant animals was noticeably less than wild-type. Notably, mutation of *nhr-62* modestly increased staining intensity relative to wild-type or *eat-2* controls. *eat-2;nhr-62* mutants had a moderate but significant 14.1% increase in staining intensity compared to *eat-2* animals (Figure 4B). This difference was not due to increased feeding as pumping rates of *eat-2* and *eat-2*;*nhr-62* were identical, as were body size and progeny production (Figure S3). We also measured the levels of triglycerides (TAGs) and similarly observed that *eat-2* had a significant decrease in TAG/protein compared to both wild-type and *nhr-62* mutants. Furthermore, *nhr-62* partially reversed this effect, giving a significant 15.6% increase in total TAG/protein in *eat-2*;*nhr-62* worms compared to *eat-2* worms (Figure 4C). These data indicate a general role for *nhr-62* in regulating lipid levels.

**Figure 4:**
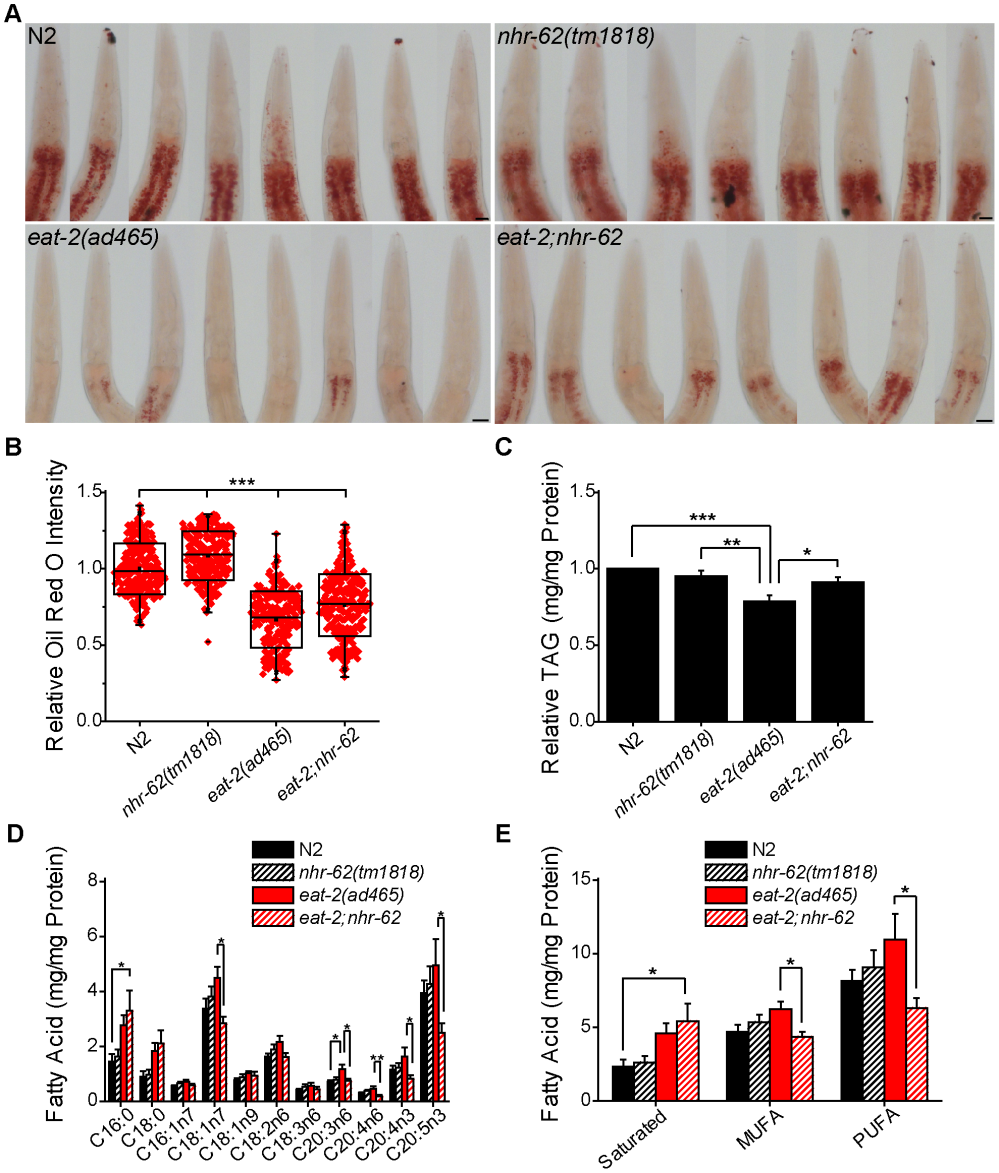
*nhr-62* modulates DR-induced fat metabolism. (A) Representative pictures of Oil Red O stained worms. Scale bar = 20 µM. (B) Oil Red O intensity is increased relative to wild-type (N2) or *eat-2(ad465)* controls by mutation of *nhr-62* (combined data from 3 independent experiments). (C) Total triglycerides of day 1 adults relative to wild-type (N2) (combined data from 16 independent experiments). (D) Fatty acid profiles of day 1 adult animals (combined data from 11 independent experiments). (E) Total saturated, monounsaturated fatty acid (MUFA), and polyunsaturated fatty acid (PUFA) calculated from (D). *eat-2;nhr-62* had increased saturated fat compared to wild-type (N2) and decreased MUFAs and PUFAs compared to *eat-2(ad465)*. See Figure S3 for physiologic traits of *nhr-62* mutation. *p<0.05, **p<0.01, ***p<0.001 by single factor ANOVA with Tukey test. Mean (Center Line) ± SD (Box) with bars representing an outlier coefficient of 1.5, or Mean±SEM.

Longevity in *C. elegans* has been associated with altered fatty acid composition. For example, loss of germline stem cells, which increases life span, results in increased monounsaturated fatty acid content, and this longevity depends on production of oleic acid (C18:1n9) [36]. To determine if *nhr-62* regulates fatty acid composition under DR, we quantified individual fats by gas chromatography. *eat-2;nhr-62* double mutants exhibited increased levels of saturated fatty acids compared to wild-type. Moreover, *eat-2;nhr-62* double mutants showed a significant reduction of various monounsaturated fatty acids (MUFAs) and polyunsaturated fatty acids (PUFAs) compared to *eat-2* mutants alone (Figure 4D,E). These observations suggest that *nhr-62* modulates changes in fatty acid composition under DR. Interestingly, we observed that the mRNA level of *fat-2*, a key enzyme in the production of PUFAs, was up-regulated 1.6-fold in *eat-2* worms compared to wild-type as measured by qPCR. Mutation of *nhr-62* dampened this up-regulation, although this effect did not reach statistical significance (Figure S4), suggesting that post-transcriptional regulation might also be at work.

Lipases are involved in the liberation of fatty acids from triglyceride stores. Given the changes in fatty acid composition and previous studies implicating lipases in modulating longevity [37], [38], we hypothesized that lipases might modulate DR-induced longevity. To test this hypothesis we screened through 34 predicted lipases in *C. elegans* for suppression of longevity in the *eat-2;nre-1;lin-15b* background (Table S3). Interestingly, we found that RNAi targeting one predicted lipase, *C40H1.8*, partially reduced longevity of dietary restricted animals, reaching significance in 4 out of 6 experiments (Figure 5A and Figure S5, Table S1). One explanation for a partial response is that *C40H1.8* RNAi does not result in complete knockdown (Figure S6). Additionally, *C40H1.8* has two closely related homologs, *C40H1.7* and *C40H1.9*, which were unaffected by *C40H1.8* RNAi knockdown and might compensate for its reduction of function (Figure S6). Consistent with a unified pathway, *C40H1.8* knockdown did not further reduce the life span of *eat-2;nhr-62* double mutants (Figure 5B). By qPCR analysis, we found that *C40H1.8* was up-regulated five-fold under DR. In *eat-2*;*nhr-62* animals, this up-regulation was attenuated by approximately 50%, suggesting some regulation of *C40H1.8* expression by *nhr-62* (Figure 5C). These data indicate that *C40H1.8* may play at least a partial role in mediating *eat-2*-induced longevity. *C40H1.8* contains a class 3 lipase domain, found in a variety of proteins predicted to have triacylglycerol lipase activity. In particular, *C40H1.8* contains the catalytic triad comprised of serine, aspartate, and histidine (S198, D256, H316), a nucleophilic elbow, and other features typical of lipases (Figure S7) [39], [40]. Although C40H1.8 does not have a clear mammalian ortholog, class 3 lipases from other species include Atg15p, which is involved in autophagy in *Saccharomyces cerevisiae* and is required for DR-mediated longevity [38], and the Sn-1 specific diacylglycerol lipase implicated in endocannabinoid signaling in mice [41].

**Figure 5:**
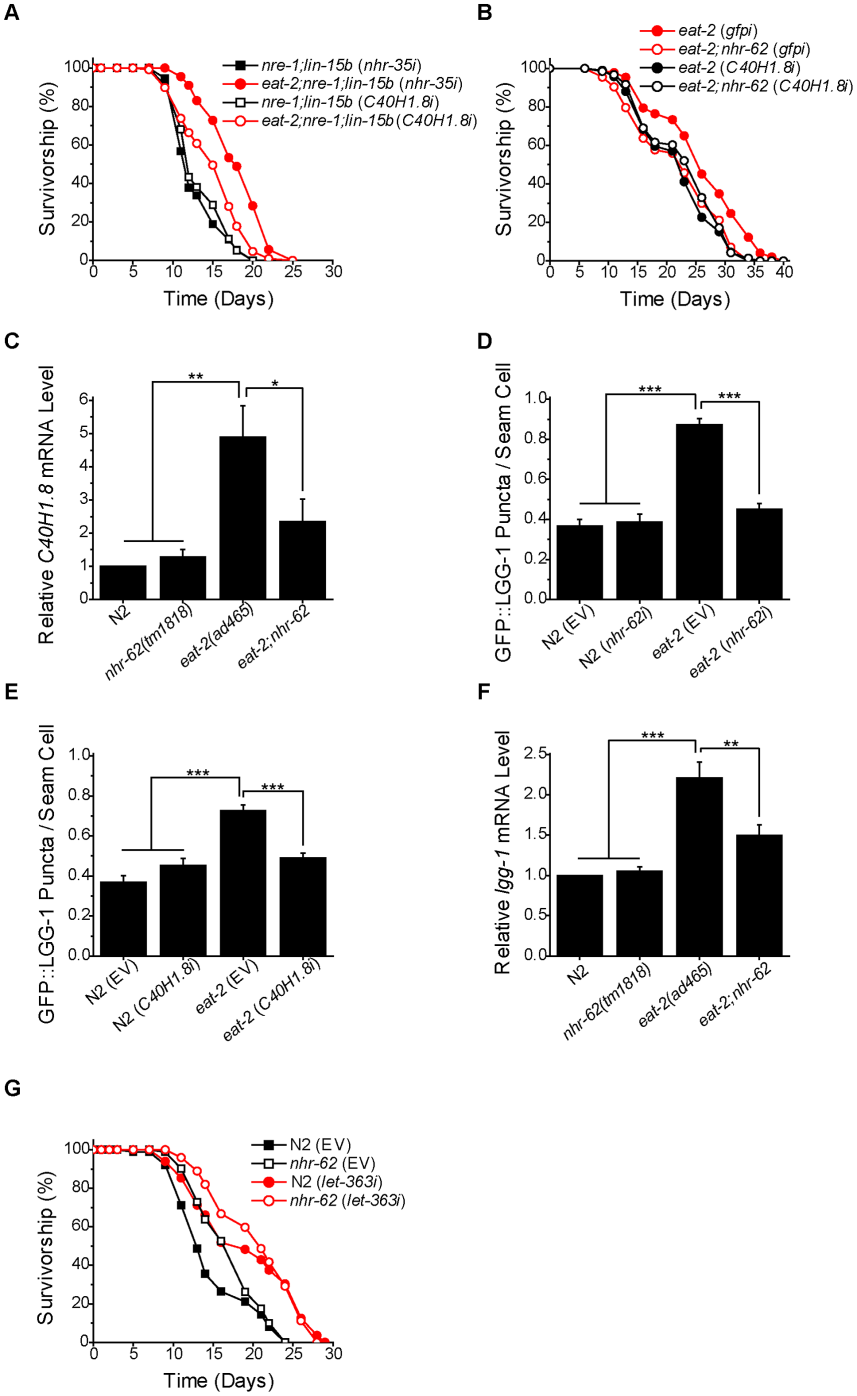
*nhr-62* regulates a DR-induced lipase and autophagy. (A) *eat-2;nre-1;lin-15b* worms fed *C40H1.8* RNAi had a significantly reduced lifespan compared to *eat-2;nre-1;lin-15b* worms fed *nhr-35* control RNAi (log-rank test p<0.001). See Figure S5 for additional experiments. (B) *C40H1.8* RNAi did not decrease the lifespan of *eat-2;nhr-62* worms compared to *eat-2;nhr-62* (*gfpi*). (log-rank test p = 0.4798). (C) The up-regulation of *C40H1.8* expression under DR was significantly suppressed in *eat-2;nhr-62*. (D) The induction of GFP::LGG-1 puncta formation in *eat-2(ad465)* was significantly suppressed to *ad libitum* levels by *nhr-62* RNAi (combined data from 3 independent experiments). (E) The induction of GFP::LGG-1 puncta formation in *eat-2(ad465)* was significantly suppressed to *ad libitum* levels on *C40H1.8* RNAi (combined data from 3 independent experiments). (F) The up-regulation of *lgg-1* expression under DR was significantly suppressed in *eat-2;nhr-62*. (G) Both wild-type (N2) and *nhr-62(tm1818)* worms fed *let-363*/TOR RNAi had a significant increase in lifespan when compared to controls (log-rank test p<0.001). EV = empty vector . *p<0.05, **p<0.01, ***p<0.001 by single factor ANOVA with Tukey test. Mean±SEM.

### NHR-62 Regulates DR-Induced Autophagy

Autophagy, the catabolic process involving the degradation of cellular components which are recycled to serve as a source of energy and precursors for biosynthesis, has also been linked to DR, as well as to fatty acid metabolism and lipolysis [20], [42], [43]. To determine if *nhr-62* influenced DR induced autophagy, we utilized a GFP::LGG-1 reporter strain. LGG-1 is the worm ortholog of *S. cerevisiae* ATG8p, which is incorporated into pre-autophagosomal membranes, and is necessary for proper cellular degradation during autophagy [44]. Under normal conditions GFP::LGG-1 is cytoplasmic and diffuse in the worm's hypodermal seam cells, but under DR conditions, forms puncta which are associated with an increase in autophagy [20]. We observed a significant increase in the average number of GFP::LGG-1 puncta per seam cell in the *eat-2* background, and found that *nhr-62* RNAi suppressed puncta formation back to wild-type levels, suggesting that *nhr-62* modulates autophagy up-regulation under DR (Figure 5D). Previous studies have shown that lipases are required for autophagy induction in the context of the gonadal longevity pathway [43]. We wondered whether the *C40H1.8* lipase implicated here in *eat-2* longevity played any role in autophagy, and found that *C40H1.8* RNAi knockdown reduced the number of GFP::LGG1 puncta in the *eat-2* background (Figure 5E). Additionally, levels of *lgg-1* mRNA were likewise induced in *eat-2* mutants in an *nhr-62* dependent manner (Figure 5F). These results suggest that *nhr-62* regulates DR-mediated longevity, possibly through lipolysis and autophagy.

A major regulator of the DR response is the target of rapamycin (TOR) kinase. Down-regulation of *let-363*/TOR induces autophagy and extends life span through DR pathways [21]. To see how *nhr-62* interacts with TOR signaling, we reduced *let-363*/TOR by RNAi in the *nhr-62(tm1818)* mutants. We found that *let-363* knockdown induced longevity in both wild-type and *nhr-62* mutants (Figure 5G and Table S1). These results suggest that *let-363*/TOR acts downstream or parallel to *nhr-62*.

### NHR-62 Regulates the DR-specific Transcriptome

Because *nhr-62* promotes DR longevity and associated physiological processes, we speculated that it could modulate the overall transcriptional change upon DR. To test this hypothesis, we performed RNA-seq on wild-type, *nhr-62(tm1818)*, *eat-2(ad465)*, and *eat-2;nhr-62* animals. This approach not only enabled us to identify genes regulated under DR, but also which genes showed *nhr-62* dependence. 

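Messenger RNA was compared between wild-type (N2) animals, *nhr-62(tm1818)* animals, which lack part of the *nhr-62* gene, *eat-2(ad465)* animals, which carry a point mutation in a pharyngeal acetylcholine receptor subunit and eat less, and the *eat-2;nhr-62* double mutant. The paper gives 3 biological replicates for each of the 4 genotypes. About 300 animals of each genotype, grown at 20 °C, were picked by hand on reaching adulthood, before they carried embryos. In the wild-type libraries *nhr-62* stood at 153 ± 32 normalized counts (SD, n = 3), in *nhr-62* at 131 ± 7.1, in *eat-2* at 144.5 ± 18.5 and in *eat-2;nhr-62* at 100.2 ± 18.6. The log2 fold-change of *nhr-62* was -0.22 between *nhr-62* and wild-type (standard error 0.18, adjusted p = 1) and -0.53 between *eat-2;nhr-62* and *eat-2* (standard error 0.19, adjusted p = 0.0808). For *eat-2* the means were 14.2 ± 6.6, 11 ± 4.7, 3.9 ± 3.1 and 3.1 ± 2.7 normalized counts in the same order. Between *eat-2* and wild-type the log2 fold-change of *eat-2* was -1.90 (standard error 0.72, adjusted p = 0.0418), which passes the thresholds on p and fold and misses that on counts. This fall runs the way of the labels, but on few counts, and a partial deletion and a point mutation need not lower the count over a whole gene, so these counts are a weak check of the genotype labels.

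The deposited values are whole-number counts of reads per gene. The authors clipped adapters, aligned 100 bp single-end reads with TopHat 1.3 and counted them with HTSeq. Whether the counting used strand is not given in the sources used here, so genes that overlap cannot be told apart by their reads. Total counts were 28336227 to 29081076 (median 28821416) in wild-type, 30593981 to 44753083 (median 37937068) in *nhr-62*, 21351152 to 26833841 (median 21987025) in *eat-2* and 18260311 to 31180808 (median 28899268) in *eat-2;nhr-62*. The counts were scaled by TMM and fitted with edgeR's quasi-likelihood model over all 12 libraries, with p-values adjusted by Benjamini-Hochberg. A gene was called up- or down-regulated at an adjusted p under 0.05, a fold change over 1.5 and a mean normalized count over 10 in the genotypes compared, which are the thresholds of the paper. The 41 gene lists named with the results were fixed before the counts were examined. Some members had been seen in the paper's results on these libraries. Its fat metabolism, reversed and qPCR genes also form lists of their own, so the list tests are not blind to these data. The scaling matters for the direction of small changes. Total counts in place of TMM moved the median log2 fold-change of all genes in *eat-2* against wild-type from 0.059 to 0.284. Vitellogenin genes took 6.18% to 6.8% of the counts in wild-type, 6.13% to 6.57% in *nhr-62*, 2.51% to 3.03% in *eat-2* and 3.91% to 5.22% in *eat-2;nhr-62*. Leaving them and the sperm lists out of TMM moved that median only to 0.065. The libraries also differed in sperm transcripts. A score was taken over the spermatogenesis and major sperm protein genes together, as their mean log2 level relative to all libraries, and is called the spermatogenesis score. It was 0.27, -0.79 and -0.04 in N2 replicates 1, 2 and 3, -0.43, -0.45 and -0.42 in *nhr-62*, 0.73, 0.56 and 0.54 in *eat-2* and 0.20, -0.12 and -0.06 in *eat-2;nhr-62*.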

Our criteria for differential gene regulation included a greater than 1.5-fold change in expression compared to wild-type, a false discovery rate less than 0.05, and greater than 10 reads when normalized to the base mean. 

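A library held reads from 18487 to 19637 genes (median 19220.5), and 16124 genes had at least 1 count in every library. Of the 45836 genes listed, 24428 had a count in any library and 14706 had a mean normalized count over 10. Vitellogenins, the yolk proteins made in the intestine, were among the most abundant transcripts, and *vit-6* reached 1027062 ± 44774 normalized counts in wild-type (SD, n = 3). The 10 most abundant genes of a library took 6.4% to 9.7% of its counts. At this depth a filter on low counts kept 15344 genes for the test, and the shallowest library had 18260311 counts against 44753083 in the deepest. In data simulated from these means and library sizes, the test of *eat-2* against wild-type found 60% of 100 genes changed 2-fold and 92% of 100 changed 4-fold, and called 8 of 15085 unchanged genes. For *eat-2;nhr-62* against *eat-2* it found 62% of 50 genes changed 2-fold and 86% of 50 changed 4-fold. In the simulation a 2-fold change of a single gene was therefore missed in a sizeable share of cases at 3 libraries per genotype. The simulation changed only 200 of 15285 genes, while 8038 genes had an adjusted p under 0.05 in the data of *eat-2* against wild-type (edgeR). The adjustment is stricter where fewer genes change, so the shares found need not be those of the data.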

For each sample we typically obtained 25–37 million unambiguous reads, and could assign these to approximately 15,000 genes. 

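The transcriptome of *nhr-62* animals lay as close to wild-type as wild-type libraries lay to each other. The mean Euclidean distance on variance-stabilized counts was 34.3 ± 3.4 between wild-type and *nhr-62* (SD over 9 pairs of libraries), and 38.7 ± 6.2 among the wild-type libraries themselves. It was 51.7 ± 4.4 between wild-type and *eat-2;nhr-62* and 71.7 ± 11 between wild-type and *eat-2*, a ratio of 1.39 (standard error 0.118 from leaving out each library in turn). The double mutant stood 51.2 ± 8.5 from *eat-2* and 51.6 ± 3.8 from *nhr-62*. The order of the distances to wild-type was the same on log2 CPM and over the 500 most variable genes.

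Most genes that the paper measured by qPCR moved strongly in these libraries. Apart from reference genes, lipases and *nhr-62* itself, all 17 of them passed the test in *eat-2* against wild-type, 9 higher and 8 lower. The hedgehog-related gene *grl-21* rose from 2.4 ± 2.1 to 597 ± 254 normalized counts (SD, n = 3), *F57A8.6* had a log2 fold-change of 3.08 (standard error 0.21, adjusted p = 6.63e-06), and the amiloride-sensitive channel gene *acd-1* had a log2 fold-change of 3.11 (standard error 0.50, adjusted p = 0.000683). Among the genes that fell were the lectin gene *clec-70* (log2 fold-change -3.27, adjusted p = 0.00173), *R11E3.2* (-1.50, adjusted p = 0.0021) and the stearoyl-CoA desaturase gene *fat-7* (-2.05, adjusted p = 0.000776), while the desaturase gene *fat-2* rose (0.73, adjusted p = 0.000717). In *eat-2;nhr-62* against *eat-2*, 7 of the 17 genes were higher, 6 were lower and 4 did not pass. *F57A8.6* fell there (-2.29, adjusted p = 0.000278), as did *acd-1* (-1.72, adjusted p = 0.0376), and *clec-70* rose (3.10, adjusted p = 0.0171). For *fat-7* the log2 fold-change was 0.15 (adjusted p = 0.782). The qPCR list of 22 genes, which leaves out *nhr-62*, had 11 higher and 8 lower in *eat-2* against wild-type (12 and 10 adjusted over the list alone), and 8 higher and 6 lower in *eat-2;nhr-62* against *eat-2* (9 and 9 adjusted over the list alone). The paper took part of these genes as candidates from its RNA-seq, so their direction is not independent evidence. The 13 calls against *eat-2* became 5 without *eat-2;nhr-62* replicate 2, 6 without *eat-2* replicate 2, 8 without *eat-2;nhr-62* replicate 3, and *lgg-1* lost its call against wild-type without *eat-2* replicate 1 (0.46). *R11E3.2* overlaps a gene on the opposite strand or the same one, so its counts are uncertain.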

Heat maps of the mean Euclidean distance between samples showed that *nhr-62* was most similar to wild-type, while *eat-2* was most different, with *eat-2;nhr-62* in between (Figure S8). qPCR on 12 of 13 regulated genes showed consistency with RNA-seq data, validating this approach for our analysis (Figure S8).

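Past the 1.5-fold threshold far more transcripts were higher than lower in *eat-2*. The wild-type and *eat-2* means in Table S4, of which the first 1999 of 2956 rows could be read, equal those of replicates 2 and 3 alone, to within 0.1% for every gene compared, so these libraries are given first. With replicates 2 and 3 of every genotype, 4233 genes passed all thresholds in *eat-2* against wild-type, 3628 of them higher in *eat-2* and 605 lower. With all 3 replicates 4213 of 15344 tested genes passed, 3659 higher (86.9%) and 554 lower, and 3593 genes were in both sets. With edgeR's test against a 1.5-fold change 1842 genes were called, and with the spermatogenesis score as a covariate, chosen after seeing the data, 1179. The effect of the score is fitted within genotypes, where it varied mostly among the N2 libraries. At an adjusted p under 0.05 alone (edgeR) the split was 4581 higher and 3457 lower, and with all thresholds under scaling by total counts 4916 and 276. The libraries outside Table S4 were N2 replicate 1 and *eat-2* replicate 1, for which the paper gives no reason. Without the first alone 4434 genes were called, and without the second alone 3832. All 149 called genes that are named here or at later results for this comparison kept their direction with replicates 2 and 3.

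The 8 largest increases among called genes with a mean normalized count over 100 and no overlap between the libraries of the 2 genotypes included 2 collagen genes and a detoxification enzyme. The collagen gene *col-91* rose from 9.5 ± 6 normalized counts in wild-type to 555 ± 86.5 in *eat-2* (SD, n = 3; log2 fold-change 5.86, standard error 0.51, adjusted p = 2.23e-05, from edgeR), and *K10H10.4* from 1.4 ± 1.6 to 241 ± 59.9. The cytochrome P450 gene *cyp-37B1* rose from 2.1 ± 1.1 to 414 ± 544, with 874, 106 and 83 counts in *eat-2* replicates 1, 2 and 3. The others were *grl-21*, *col-146*, *dbd-13* (5.98), *dbd-20* (5.70) and *C06E8.5* (5.46). The 8 largest decreases within these limits included enzymes of fatty acid metabolism and a yolk gene. The acyl-CoA dehydrogenase gene *acdh-2* fell from 2809 ± 462 to 33.3 ± 14.4 normalized counts. The acyl-CoA synthetase gene *acs-2* had a log2 fold-change of -4.09 (standard error 0.31, adjusted p = 8.37e-06), and the short-chain dehydrogenase gene *dhs-26* a log2 fold-change of -4.23 (standard error 0.38, adjusted p = 2.76e-05). Also in this group were *C09B8.4*, *vit-3*, *T22B7.7* (-3.89), *Y48E1B.8* (-3.64) and *pud-3* (-3.36). Each of these 16 genes was called whichever 1 library was left out. Counts of *K10H10.4*, *cyp-37B1*, *C06E8.5*, *acdh-2*, *dhs-26*, *vit-3* and *Y48E1B.8* can include reads of overlapping genes.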

Global profiles comparing wild-type and *eat-2* gave rise to over 3,000 genes with significant gene expression changes out of 17,788 examined genes, depicting an altered transcriptome for longevity induced by the *eat-2* mutation (Figure 6A and Table S4). 

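Neuropeptide genes rose together in *eat-2*. Of 30 FMRFamide-like peptide genes, 25 were up-regulated and 5 did not pass (29 higher when adjusted over the list alone), among them *flp-9* (1.07, adjusted p = 1.48e-05) and *flp-14* (0.85, adjusted p = 2.54e-05). Of 70 other neuropeptide-like genes, 38 were up-regulated (48 higher and 2 lower adjusted over the list alone), with *nlp-51* at 1.56 and *nlp-18* at 1.04. Of 10 genes that process neuropeptides, 6 rose (7 adjusted over the list alone), including the chaperone gene *sbt-1* (0.74, adjusted p = 9.95e-05) and the carboxypeptidase gene *egl-21* (0.71, adjusted p = 0.000222). Both peptide lists stood above other genes in limma's camera test (adjusted p = 2.53e-12 and 3.47e-09), and did so with an estimated correlation between genes (adjusted p = 0.0266 and 0.015). Other tissue markers moved in the same comparison. Higher means in *eat-2* were found for 24 of 28 synaptic and neuronal genes (median log2 fold-change 0.50) and 56 of 60 spermatogenesis genes (0.91), and lower means for 37 of 38 oogenesis and eggshell genes (-0.39), so a different share of germ line and soma in the animals stays open. Of 24 insulin-like peptide genes, 9 rose, *ins-7* (1.52) among them, and *ins-34* fell (-1.22; 10 higher and 1 lower adjusted over the list alone).

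Genes of lipid metabolism went both ways. Of 39 genes of fatty acid oxidation, 5 fell and 4 rose (10 lower and 6 higher adjusted over the list alone), the fall including the acyl-CoA dehydrogenase gene *acdh-9* (-1.01, adjusted p = 8.28e-05) and the thiolase gene *kat-1* (-0.70, adjusted p = 0.000139), whose call was lost under scaling by total counts. The number that rose was 7 without *eat-2* replicates 2 or 3. Of 21 desaturase and elongase genes 4 rose and 1, *fat-7*, fell (7 higher and 4 lower adjusted over the list alone). Lipid-binding protein genes gave 2 increases and 1 decrease among 9 (2 and 4 adjusted over the list alone), with *lbp-5* at 0.91. Of 9 ABCG transporter genes 6 rose (7 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.0525). Of the lipase and phospholipase genes that the paper screened by RNAi, 28 were tested here, of which 12 rose, led by *lipl-2* (3.50, adjusted p = 0.000251) and *lipl-3* (2.75, adjusted p = 0.00043), and *lips-14* fell (-3.60, adjusted p = 7.61e-05; 17 higher and 5 lower adjusted over the list alone). Enzymes of detoxification also split, with 9 of 61 cytochrome P450 genes higher and 6 lower (10 and 7 adjusted over the list alone), 16 of 63 UDP-glycosyltransferase genes higher and 8 lower (17 and 9 adjusted over the list alone), and 5 of 38 glutathione S-transferase genes higher and 4 lower (5 and 5 adjusted over the list alone). The glutathione S-transferase decreases numbered 7 without *eat-2* replicate 2. Examples are *cyp-25A1* (-3.46), *cyp-34A2* (2.11), *ugt-17* (0.86), *ugt-54* (1.92), *gst-10* (-2.18) and *gst-19* (adjusted p = 0.00277 by edgeR). For *sbt-1*, *ins-34*, *lipl-3* and *cyp-34A2* the counts are uncertain, because other genes overlap them.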

DAVID analysis [45], [46] revealed an enrichment of biological processes involved in oxidation/reduction, phosphorus metabolism, unsaturated fatty acid, eicosanoid and ceramide metabolism, lipid modification and transport, amino acid, amine and chitin metabolism, and neuropeptide signaling among others (Figure 6D and Table S5).

**Figure 6:**
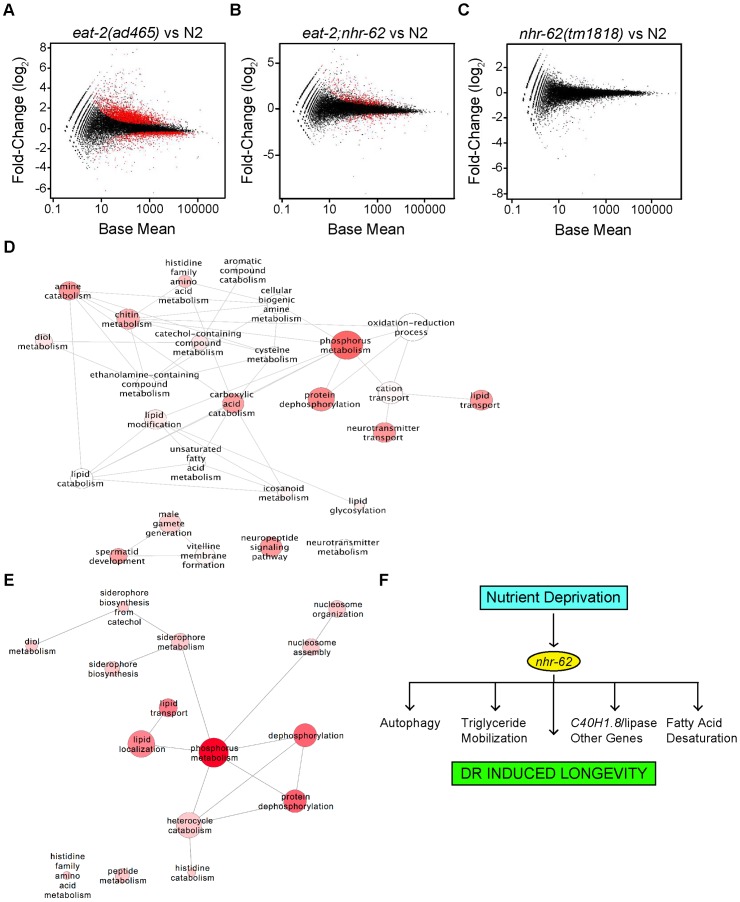
Expression profile analysis of *eat-2* and *nhr-62* regulated genes. Scatter plots of log2 fold-changes versus mean expression level. Red dots highlight differentially expressed genes at FDR<0.05 for (A) *eat-2(ad465)* versus wild-type (N2) (B) *eat-2;nhr-62* versus wild-type (N2) and (C) *nhr-62(tm1818)* versus wild-type (N2). (D) ReviGO analysis to summarize all GO-BP terms returned by DAVID with p value <0.1 when analyzing Gene-list “*eat-2*-vs-N2” and (E) list of DR regulated genes rescued by *nhr-62(tm1818)*. Bubble size indicates the frequency of the GO term from the GOA database, bubble color is dictated by the p value with a darker color being a lower p value, and similar GO terms are linked by lines where the line thickness indicates degree of similarity. (F) Model for DR. See Figure S8 for Euclidean distances between samples, Venn diagram, and qPCR validation of RNA-seq data.

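Peptide and lectin genes were among those that differed between the double mutant and wild-type. At an adjusted p under 0.05 alone, 8038 genes differed between *eat-2* and wild-type, 1740 between *eat-2;nhr-62* and wild-type and 17 between *nhr-62* and wild-type (edgeR, Benjamini-Hochberg). With the fold and count thresholds, 1017 genes were called in *eat-2;nhr-62* against wild-type, 805 higher and 212 lower. That count was 557 without N2 replicate 3 and 221 with edgeR's test against a 1.5-fold change. *ZK218.5* had 8, 1 and 5 counts in the wild-type libraries and 35 to 690 in those of the double mutant (5.92, adjusted p = 0.00394), *T26H5.9* had a log2 fold-change of 3.52 (standard error 0.47, adjusted p = 0.000827), and the lysozyme gene *lys-10* a log2 fold-change of 3.47 (standard error 0.48, adjusted p = 0.00102). The collagen gene *col-146* was also higher (3.51, adjusted p = 0.0153), a call lost without N2 replicate 2 or 3. Among the decreases, *F18E3.12* had a log2 fold-change of -5.22 (standard error 0.57, adjusted p = 0.000274) and *T22B7.7* a log2 fold-change of -4.23 (standard error 0.36, adjusted p = 7e-05). Of 30 FMRFamide-like peptide genes 10 were higher in the double mutant than in wild-type (28 adjusted over the list alone), as were 24 of 122 C-type lectin genes, of which 2 were lower (36 and 2 adjusted over the list alone). In limma's camera test the peptide list had an adjusted p = 2.08e-15, and adjusted p = 0.0122 with an estimated correlation, and the lectins 9.02e-05 and 0.374. Of 110 collagen genes 9 were higher and 8 lower (camera adjusted p = 0.944).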

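Part of the transcript changes seen in *eat-2* were smaller in *eat-2;nhr-62*. Between *eat-2;nhr-62* and *eat-2*, 833 genes were called, 120 higher in the double mutant and 713 lower, and at an adjusted p under 0.05 alone (edgeR) 688 were higher and 936 lower. Of these, 713 had been called in the opposite direction in *eat-2* against wild-type, 637 up-regulated and 76 down-regulated in *eat-2*, or 16.9% of the genes that *eat-2* changed. The median log2 fold-change of the up-regulated ones was 1.47 in *eat-2* and 0.45 in *eat-2;nhr-62*, both against wild-type. For the down-regulated ones it was -1.06 and -0.25. In the median reversed gene 30.9% of the change on the log2 scale was left. These genes were chosen for a change back against the same *eat-2* libraries, so a small remainder is partly built in. Over all genes called in *eat-2* against wild-type it was 48.1%. Of the 713 genes, 115 still differed from wild-type in the double mutant, and 582 had no adjusted p under 0.05 there.

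Among called genes with a mean normalized count over 100 and no overlap between the libraries of the 2 genotypes, the largest increases in *eat-2;nhr-62* over *eat-2* were those of *ZK218.5*, *acdh-2*, the lectin gene *clec-169* (2.66, adjusted p = 0.022), *pud-3* (2.27, adjusted p = 0.0406), *tiar-2*, which encodes an RNA-binding protein (log2 fold-change 1.47, standard error 0.13, adjusted p = 0.000278), the UDP-glycosyltransferase gene *ugt-44* (1.47, adjusted p = 0.018), the collagen gene *col-135* (1.44, adjusted p = 0.0133) and *C23H3.9* (1.38, adjusted p = 0.0171). The largest decreases within the same limits were those of the lectin gene *clec-52*, with 110, 309 and 190 counts in the *eat-2* libraries and 2, 1 and 0 in *eat-2;nhr-62*, of *dbd-13* (log2 fold-change -2.54, standard error 0.24, adjusted p = 0.000278), *dbd-20* (-2.46, adjusted p = 0.00902), *C06E8.5* (adjusted p = 0.00626), *col-91* (-2.47, adjusted p = 0.00721), *grl-21* (-2.52, adjusted p = 0.0266), *cyp-37B1* (-2.72, adjusted p = 0.042) and *Y47D7A.15* (-2.56, adjusted p = 0.0474). All adjusted p-values are from edgeR. The spermatogenesis score was lower in each *eat-2;nhr-62* library than in any *eat-2* library, in the same direction as the 637 reversed genes.

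Both counts shifted widely with the library left out, also where it was an *nhr-62* library, which neither comparison holds. A fit of only the genotypes compared called 1026 genes, 658 of them among the 833. It gave 880 reversed genes, 564 of them among the 713. The 713 became 84 to 465 without N2 replicate 3, *nhr-62* replicates 2 or 3, *eat-2* replicates 1, 2 or 3 or *eat-2;nhr-62* replicates 1, 2 or 3 and 1134 to 1254 without N2 replicates 1 or 2, with 84 the count without *eat-2;nhr-62* replicate 2 and 188 that without *eat-2* replicate 2. The 833 became 109 to 531 without N2 replicate 3, *nhr-62* replicates 2 or 3, *eat-2* replicates 1, 2 or 3 or *eat-2;nhr-62* replicates 2 or 3 and 1262 to 1497 without N2 replicates 1 or 2. Of the 16 genes named, 3 increases and 5 decreases were called whichever library was left out, and without *eat-2;nhr-62* replicate 2 the calls were 4 and 5. With edgeR's test against a 1.5-fold change (glmTreat), 20 genes were reversed. Scaling by total counts gave 1353 reversed genes and 1472 called ones, and the spermatogenesis score as a covariate, chosen after seeing the data, 13 and 24. The effect of the score was fitted mostly on differences among the N2 libraries, which the comparison of *eat-2;nhr-62* with *eat-2* does not hold. With replicates 2 and 3 alone, a choice made after seeing the data, 632 genes were reversed. The replicate number as a block gave 1296 reversed genes and 1462 called ones, and whether the numbers mark batches stays open.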

Consistent with a physiological function in mediating DR, *nhr-62* mutation restored expression of over 600 genes regulated by *eat-2(ad465)* back to wild-type levels (Figure 6B and Table S6). By contrast, little change was seen in the *nhr-62* transcriptome compared to wild-type (Figure 6C), with only 17 genes differentially expressed. 

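The 16 genes called in *nhr-62* against wild-type came from several families, with 4 F-box genes the largest group, and 14 of them were lower in *nhr-62*. The lectin gene *clec-52* had 244, 152 and 188 counts in the wild-type libraries and 0, 1 and 2 in *nhr-62*. *F18E3.11* fell from 671 ± 47.1 to 7.4 ± 4.9 normalized counts (SD, n = 3). The F-box genes *fbxa-193* (log2 fold-change -3.64, standard error 0.21, adjusted p = 5.17e-06), *fbxa-192* (-2.99, adjusted p = 5.17e-06) and *fbxa-191* (-1.97, adjusted p = 0.00201) fell, as did the cytochrome P450 gene *cyp-29A3* (log2 fold-change -2.84, standard error 0.23, adjusted p = 0.00013), *C08F11.7* (-2.36, adjusted p = 0.00183), *nspg-10* (-0.95, adjusted p = 0.00291) and the aspartyl protease gene *asp-12* (-1.19, adjusted p = 0.00882). The acid phosphatase gene *acp-2* rose (log2 fold-change 1.16, standard error 0.13, adjusted p = 0.00183). Among all 232 F-box genes 5 were lower when adjusted over the list alone. By limma's camera test the major sperm protein genes (median log2 fold-change -0.43, adjusted p = 6.59e-06), the spermatogenesis genes (-0.27, 0.000146), the collagens (-0.22, 0.000748) and the ribosomal proteins (-0.08, 0.00213) lay lower than other genes, and each had an adjusted p = 0.976 with an estimated correlation. The number of genes called was 9 without N2 replicate 3 or *nhr-62* replicate 2, 10 without *nhr-62* replicates 1 or 3. The call of *asp-12* was lost without N2 replicate 3 or any 1 of the *nhr-62* replicates, and that of *acp-2* when only these 6 libraries were fitted. Overlapping genes leave the counts of *nspg-10* uncertain.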

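Genes called back towards wild-type in *eat-2;nhr-62* included 2 kinase genes, a phosphatase gene and a dehydrogenase gene, besides collagen and sperm genes. The kinase genes *gska-3* (-0.88, adjusted p = 0.0449) and *T21G5.1* (-0.97, adjusted p = 0.0321) and the phosphatase gene *ptp-5.2*, also called Y57G11C.6 (-0.98, adjusted p = 0.0425), were lower in *eat-2;nhr-62* than in *eat-2* after being higher in *eat-2* than in wild-type (1.64, 1.22 and 1.32). For the phosphatase gene *B0280.11* the log2 fold-change was -0.65 (adjusted p = 0.0797). Of 2 genes related to nucleosomes, *ZC155.2* fell (log2 fold-change -1.32, standard error 0.20, adjusted p = 0.00697) and *C50F4.6* rose (0.62, adjusted p = 0.0209). The matrix metalloproteinase gene *zmp-1* (-0.94, adjusted p = 0.0164) and the amine oxidase gene *amx-2*, also called B0019.1 (-0.65, adjusted p = 0.0149), were lower, and *T25B9.6* had a log2 fold-change of -0.91 (adjusted p = 0.0527). The short-chain dehydrogenase gene *dhs-25* was higher (0.86, adjusted p = 0.0257), and *dhs-14* had a log2 fold-change of 0.66 (adjusted p = 0.0525). All p-values are edgeR's, adjusted over all genes. The 3 calls of kinase and phosphatase genes became 0 without *nhr-62* replicate 2, *eat-2* replicate 1 or 2, or any 1 of the *eat-2;nhr-62* replicates. The 8 calls among these 11 genes became 1 to 5 without *nhr-62* replicate 2, *eat-2* replicates 1 or 2 or *eat-2;nhr-62* replicates 1, 2 or 3.

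Of 110 collagen genes, 24 were lower in *eat-2;nhr-62* than in *eat-2* and 2 were higher (38 and 5 adjusted over the list alone), including *col-113* (log2 fold-change -2.13, standard error 0.21, adjusted p = 0.000367) and *col-137* (-2.95, adjusted p = 0.00462). The lower ones numbered 5 to 15 without *nhr-62* replicates 2 or 3, *eat-2* replicates 1, 2 or 3 or *eat-2;nhr-62* replicates 2 or 3. Sperm genes fell as well, 12 of 60 spermatogenesis genes (33 lower and 1 higher adjusted over the list alone), with *snf-10* at -0.94 (adjusted p = 0.0149) and *peel-1* at -1.35 (adjusted p = 0.0285), and 2 of 29 major sperm protein genes (median -0.52). The spermatogenesis count was 0 to 5 without N2 replicate 3, *nhr-62* replicates 1, 2 or 3, *eat-2* replicates 1, 2 or 3 or *eat-2;nhr-62* replicates 1, 2 or 3 and 24 to 33 without N2 replicates 1 or 2, and that of major sperm proteins 0 to 1 without N2 replicate 3, *nhr-62* replicate 2, *eat-2* replicates 1, 2 or 3 or *eat-2;nhr-62* replicates 1, 2 or 3 and 4 to 9 without N2 replicates 1 or 2. Genes of oogenesis and the eggshell went the other way, 32 of 38 higher adjusted over the list alone, led by *perm-2* (log2 fold-change 0.68, standard error 0.11, adjusted p = 0.00721) and the yolk receptor gene *rme-2* (0.47, adjusted p = 0.00871). Of 30 FMRFamide-like peptide genes 17 were lower adjusted over the list alone, 2 of them past the fold threshold, with *flp-18* at -0.77 (adjusted p = 0.00557). In limma's camera test these lists stood apart at adjusted p = 6.55e-05 (collagens), 1.79e-07 (spermatogenesis), 8.14e-05 (major sperm proteins), 3.54e-16 (oogenesis) and 1.3e-06 (FMRFamide-like peptides), and at adjusted p = 0.62, 0.62, 0.62, 0.292 and 0.193 with an estimated correlation. Other genes overlap *B0280.11*, *C50F4.6*, *zmp-1*, *T25B9.6*, *col-113*, *col-137* and *perm-2*, which makes these counts uncertain.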

Enriched categories regulated by *nhr-62* under DR included genes involved in fatty acid localization and transport (*vit-1/2/3/4/5/6*, *lbp-8*, ABCG transporters, *wht-5* and *wht-9*), phosphorus metabolism (kinases *gska-3* and *T21G5.1*, phosphatases *Y57G11C.6* and *B0280.11*), nucleosome assembly and organization, (*C50F4.6*, *ZC155.2*) protein, amino acid, histidine, and heterocyclic amine metabolism (*zmp-1*, *T25B9.6*, *B0019.1*) and short chain dehydrogenase metabolism (*dhs-25*, *dhs-14*) (Figure 6E and Tables S6,S7). Other genes up-regulated by *eat-2* but reversed by *nhr-62* mutation include the glutathione S-transferase *gst-21*, collagen *col-146*, and the FMRFamide-related neuropeptide *flp-21.* Genes down-regulated under DR and reversed by *nhr-62* include the acyl CoA dehydrogenase, *acdh-2*, lipid binding protein *lbp-8*, the conserved transmembrane protein *C09B8.4*, and the vitellogenins *vit-1-6*. 

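Of the 6 yolk genes that had fallen in *eat-2*, 5 were higher in the double mutant than in *eat-2*, as were *acdh-2* and *lbp-8*. The acyl-CoA dehydrogenase gene *acdh-2* stood at 2699 ± 24.1 normalized counts in *nhr-62* and 324.5 ± 171 in *eat-2;nhr-62* (SD, n = 3), a log2 fold-change of 3.29 (standard error 0.42, adjusted p = 0.00223) against *eat-2* in edgeR's test. The lipid-binding protein gene *lbp-8* went from 46.6 ± 8.9 in wild-type to 11.2 ± 9.3 in *eat-2* and 48.2 ± 20.7 in *eat-2;nhr-62* (2.11, adjusted p = 0.0287 for the last step). The transmembrane protein gene *C09B8.4* fell in *eat-2* (-4.35, adjusted p = 3.69e-05) and was higher in *eat-2;nhr-62* (2.14, adjusted p = 0.0172). All 6 vitellogenin genes fell in *eat-2*, from *vit-3* (-3.82, adjusted p = 8.37e-06) to *vit-2* (-0.94, adjusted p = 0.000164), with a median log2 fold-change of -2.82 (camera adjusted p = 9.16e-07, and adjusted p = 0.303 with an estimated correlation). In *eat-2;nhr-62* against *eat-2*, 5 of them rose (6 adjusted over the list alone), *vit-5* by 1.11 (adjusted p = 0.00353), *vit-6* by 0.94 (adjusted p = 0.00598), *vit-2* by 0.70 (adjusted p = 0.00764), *vit-3* by 1.29 (adjusted p = 0.0172) and *vit-4* by 1.17 (adjusted p = 0.0195), while *vit-1* had 0.61 (adjusted p = 0.0713). The list's median was 1.02 (camera adjusted p = 1.3e-06, and adjusted p = 0.305 with an estimated correlation). Genes raised in *eat-2* included the glutathione S-transferase gene *gst-21*, at 25.5 ± 8.5 normalized counts in wild-type, 95 ± 14.1 in *eat-2* and 29.4 ± 9 in *eat-2;nhr-62* (log2 fold-change -1.70, standard error 0.28, adjusted p = 0.008 for the last step). The peptide gene *flp-21* rose in *eat-2* (1.74, adjusted p = 3.36e-05) and fell in the double mutant (-0.59, adjusted p = 0.0371). The collagen gene *col-146* rose in *eat-2* (5.47, adjusted p = 0.000401), and its log2 fold-change of -1.96 in the double mutant had an adjusted p = 0.0616. The paper picked these genes from the same libraries, so they are not independent evidence, and its wider list of 25 reversed genes holds 10 called higher and 10 called lower in *eat-2;nhr-62* (12 and 13 adjusted over the list alone; in *eat-2* 13 higher and 12 lower). The 10 calls among the 12 genes named became 5 without *eat-2;nhr-62* replicate 2, 6 without *eat-2* replicate 2, and *flp-21* kept its call only without N2 replicate 2 or *eat-2* replicate 1. The near-identical sequences of *vit-3*, *vit-4* and *vit-5* make their split of reads uncertain. Genes on the opposite strand overlap *vit-2* and *vit-4*. Neither of these overlapping genes was found among the tested ones, so how many reads they share is not known.

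**Figure D1:**
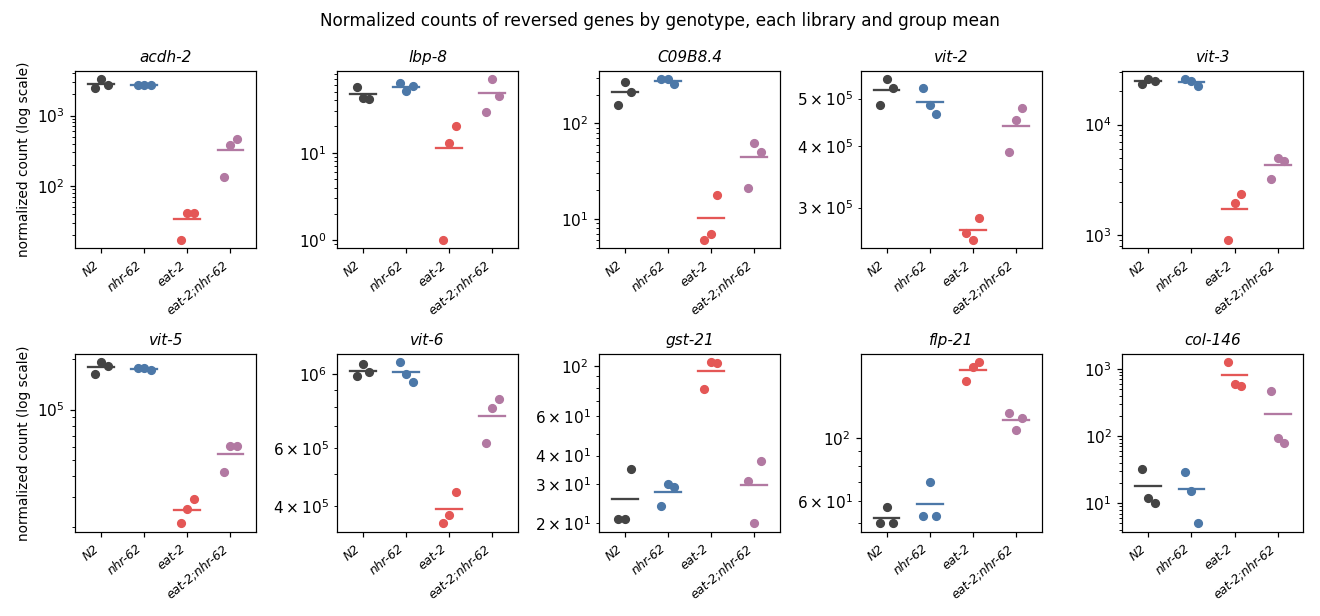
Normalized counts of 10 of these genes on a log axis in wild-type (N2), *nhr-62*, *eat-2* and *eat-2;nhr-62*. Each point is 1 library (n = 3 per genotype) and each line the mean of a genotype, and the mean of *acdh-2* goes from 33.3 in *eat-2* to 324.5 in *eat-2;nhr-62*.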

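The *eat-2* mutation changed many of the same transcripts in the wild-type and in the *nhr-62(tm1818)* background, and by less in the latter. Over the 4213 genes called in *eat-2* against wild-type, the log2 fold-changes of *eat-2;nhr-62* against *nhr-62* followed those of *eat-2* against wild-type with a slope of 0.641 (standard error 0.066 from leaving out each library in turn). Of these genes, 96.4% had the same direction in both backgrounds and 91.5% a smaller change in the *nhr-62(tm1818)* background. The median size was 1.13 in the wild-type background and 0.66 in the *nhr-62(tm1818)* background. The comparisons share no library. Choosing genes on the first comparison inflates it, and over the 1666 genes called in *eat-2;nhr-62* against *nhr-62* the slope was 0.743, with 66.6% of changes smaller in the *nhr-62(tm1818)* background and median sizes of 1.25 and 0.99. These are values across genes, which are not independent replicates.

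Few genes passed the test of interaction. It asks whether *nhr-62(tm1818)* acts differently in *eat-2* than in wild-type, and 40 genes passed it, 19 with a more positive effect in *eat-2* and 21 with a more negative one (edgeR). Under scaling by total counts the split was 14 and 34. The smallest p-values were those of *fbxa-192* (log2 fold-change 2.64, standard error 0.23, adjusted p = 0.0012), *fbxa-193* (2.80, adjusted p = 0.00217), *asp-12* (2.23, adjusted p = 0.00217), *acp-2* (-1.66, adjusted p = 0.00217), *cyp-29A3* (2.77, adjusted p = 0.00285) and *nspg-10* (1.39, adjusted p = 0.00285). All 6 were also called in *nhr-62* against wild-type, which uses 6 of the same libraries, so this overlap is no separate evidence. Apart from *cyp-29A3*, these genes also changed in the same direction in *eat-2* and in *eat-2;nhr-62* against wild-type. N2 libraries that stand apart from all mutant strains could give such an interaction, so an effect of *nhr-62* that depends on *eat-2* is not shown for them. Of the 16 fat metabolism genes that the paper names, 2 passed, *acdh-2* and the enoyl-CoA hydratase gene *ech-7* (8 higher and 2 lower adjusted over the list alone). Of the 713 genes reversed in the double mutant, 22 were also called in the interaction, so for the rest a different effect of *nhr-62* in wild-type and in *eat-2* was not shown. The vitellogenins had a median interaction of 1.04, and 6 of 6 passed when adjusted over the list alone. The number of genes called was 13 to 22 without N2 replicates 2 or 3, *nhr-62* replicates 1, 2 or 3, *eat-2* replicates 2 or 3 or *eat-2;nhr-62* replicate 2. DESeq2 called 199 genes and edgeR's test against a 1.5-fold change 10. Of 9 splits of the libraries that keep *eat-2* apart from *eat-2;nhr-62*, 4 called at least 40 genes, the real one included, so chance is not excluded.

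**Figure D2:**
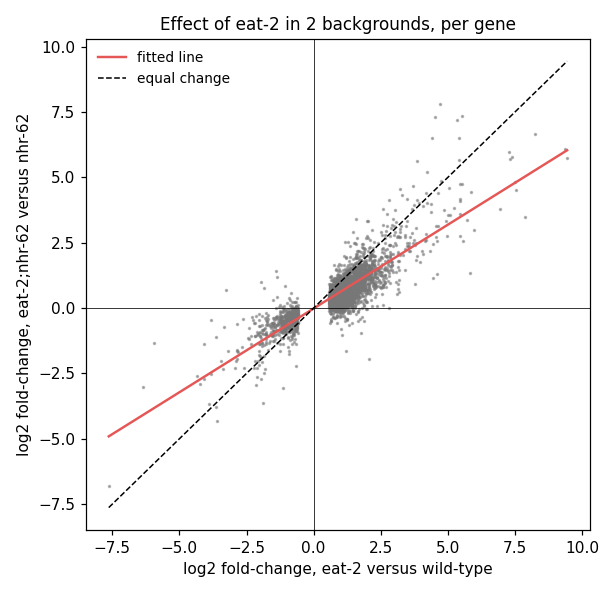
Log2 fold-change of *eat-2* against wild-type (horizontal axis) and of *eat-2;nhr-62* against *nhr-62* (vertical axis). Each of the 4213 points is a gene called in *eat-2* against wild-type, the solid line has the slope of 0.641 and the dashed line marks equal change.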

The overall changes in transcription seen in *nhr-62* mutants under DR, supports the notion that *nhr-62* is an important mediator of the DR response.

## Discussion

Nuclear hormone receptors are critical regulators of animal metabolism, development and homeostasis, and are particularly well suited to couple nutrient and lipid availability to transcriptional cascades. By screening through the set of NHR genes in *C. elegans* we identified the HNF4α homolog, *nhr-62*, as an important mediator of the DR response. Several lines of evidence are consistent with the notion that *nhr-62* promotes aspects of DR-induced metabolism and longevity. RNAi knockdown or mutation of *nhr-62* specifically suppressed *eat-2* DR-induced longevity, but not that of reduced insulin/IGF receptor (*daf-2*) or mitochondrial function (*cco-1*) arguing for a DR specific function. Importantly, *nhr-62* mutation prevented animals from fully responding to the longevity-inducing effects of bacterial food dilution (BDR), thereby making it one of only a handful of DR-regulating genes that clearly modulates multiple forms of DR. By comparing *eat-2* to *eat-2;nhr-62* mutants we found a reversal of Oil Red O staining intensity, triglyceride levels, and autophagy induction, without seeing a difference in body size or pumping rate. Additionally, we found that *nhr-62* mutation decreased the mono- and polyunsaturated fatty acid content of dietary restricted worms. Finally, we found a reversal of the DR-induced transcriptional regulation of a predicted lipase required for DR, as well as a plethora of genes through RNA-seq analysis. These results point to a model in which a dietary restricted state promotes activation of *nhr-62*, the lipase *C40H1.8*, and numerous other genes to modulate DR-induced longevity, possibly through fat metabolism, autophagy, and other processes (Figure 6F). Although *nhr-62* was the most visible candidate that emerged from our screens, it is possible that other NHRs may also play a role in the DR response, and were missed due to either incomplete knockdown or functional redundancy.

It was unexpected to see a partial BDR response by *nhr-62(tm1818)* mutants. One potential explanation for this observation is that by mutating *nhr-62*, the optimum DR threshold has been shifted to a new concentration. However, *nhr-62(tm1818)* mutants do not exhibit a globally shifted BDR response curve since the highest three food concentrations give median life spans that align precisely with wild-type. At further food dilution, *nhr-62(tm1818)* mutation significantly suppressed life span extension compared to wild-type, which results in a parallel response but with lower median life spans compared to wild-type. These results are consistent with a blunted response to DR in the lower nutrient range. In contrast to a “master regulator” of DR, which might completely abrogate life span extension at all food concentrations, this type of response curve could be indicative of a gene that plays a role in modulating or fine tuning the BDR longevity response at specific nutrient levels. It is also possible that *nhr-62* mutation disrupts metabolism in a non-specific manner that is incompatible with a proper DR response. What argues against this is that *nhr-62* mutation on its own had very little effect on gene expression or physiology under *ad libitum* conditions, suggesting *nhr-62* is engaged in a regulatory role primarily under DR states.

*nhr-62* exhibits several phenotypes suggesting it functions in mobilizing fat to partition energetic and biosynthetic demands under nutrient limitation. Notably *nhr-62* mutation prevents some of the reduction of TAG and Oil Red O staining stores seen under DR longevity. Several dynamic changes in fatty acid metabolism have been observed upon DR shifts in other species. In flies there is a shift toward increasing fatty acid synthesis and breakdown, and inhibiting this suppresses DR longevity [47]. Mice initially increase endogenous fatty acid synthesis followed by prolonged fatty acid oxidation [48]. We observed that deletion of *nhr-62* alters fatty acid composition in the *eat-2* background, increasing the amount of the saturated fatty acid palmitate, and reducing the amount of various MUFAs and PUFAs, including C18:1n7, C20:3n6, C20:4n6, C20:4n3, and C20:5n3 fatty acids. It is possible that these changes could contribute towards the suppression of life span. Interestingly, a handful of these fatty acids have been recently implicated in longevity. The omega-6 fatty acid, DGLA (C20:3n6) stimulates autophagy and extends *C. elegans* life span [49]. Oleic acid (C18;1n7) has been shown to be important for life span extension upon germline removal [36]. It seems plausible that some of these lipids or their derivatives function in DR-mediated longevity. Additionally germline removal also results in up-regulation of the lipase, *lipl-4*, which stimulates autophagy [43]. Our results suggest a model in which lipolysis by *C40H1.8* lipase could stimulate autophagy, since RNAi against this gene diminished DR longevity and GFP::LGG-1 punctual formation. Alternately, lipolysis could liberate fatty acids that serve a signaling role, binding to NHR-62 or related receptors. Future studies should further clarify the complex relationships between fatty acid composition, lipolysis, autophagy and longevity in the DR response.

By RNA-seq analysis we identified significant changes in the expression of approximately 3,000 genes comparing *eat-2* to wild-type. 

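Proteasome genes were slightly lower in *eat-2*. Of 25 muscle genes 4 rose (9 higher and 3 lower adjusted over the list alone; camera adjusted p = 0.124, and adjusted p = 0.844 with an estimated correlation), the largest being the troponin genes *tnt-4* (1.42, adjusted p = 7.82e-05) and *tni-4* (1.02, adjusted p = 5.44e-05) and the pharyngeal myosin gene *myo-2* (1.18, adjusted p = 0.000297). Of 19 intestinal genes 3 rose and 4 fell (4 and 4 adjusted over the list alone). The intermediate filament gene *ifb-2* rose (1.41, adjusted p = 8.81e-06), and the protease genes *cpr-6* (-1.09, adjusted p = 3.36e-05) and *asp-1* (-0.89, adjusted p = 0.000762) fell. Synaptic and neuronal genes gave 8 increases and 1 decrease among 28 (15 and 3 adjusted over the list alone; camera adjusted p = 0.00789, and adjusted p = 0.303 with an estimated correlation), with the synaptotagmin gene *snt-1* at 0.87 and the tyramine beta-hydroxylase gene *tbh-1* at -1.04. All 31 proteasome subunit genes were lower at an adjusted p under 0.05, with a median log2 fold-change of -0.41, though none by more than 1.5-fold (camera adjusted p = 8.34e-13, and adjusted p = 0.303 with an estimated correlation). The subunit gene *rpn-9* had a log2 fold-change of -0.48 (standard error 0.06, adjusted p = 0.000172). Heat shock protein genes gave 2 decreases among 13 (5 adjusted over the list alone), *hsp-110* (-0.77, adjusted p = 0.00016) and *hsp-60* (-0.61, adjusted p = 0.00153), and both were lost under scaling by total counts. For 35 respiratory chain genes the median was -0.09, with 6 lower adjusted over the list alone, and it turned to 0.14 under total counts. Histone genes gave 3 increases and 1 decrease among 20 (2 and 1 adjusted over the list alone), *his-71* with 0.95 and *his-67* with -1.18. Between the double mutant and *eat-2*, 21 proteasome genes were higher adjusted over the list alone (median 0.19). Reads of overlapping genes cannot be separated from those of *tni-4*, *tbh-1* and *rpn-9*.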

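Transcripts of sperm, oocytes and the cuticle also differed between *eat-2* and wild-type. Of 60 spermatogenesis genes 38 rose (42 higher and 3 lower adjusted over the list alone), *spe-4* (1.49, adjusted p = 0.000451) and *spe-49* (1.97, adjusted p = 0.00062) among them, and 6 of 29 major sperm protein genes rose (5 adjusted over the list alone), such as *msp-42* (1.95, adjusted p = 0.00122). The latter count was 2 without N2 replicate 2, 10 without N2 replicate 1, and their near-identical sequences make single members uncertain. Of 38 oogenesis and eggshell genes 34 were lower adjusted over the list alone (median -0.39), and the permeability barrier gene *perm-2* passed the fold threshold (-0.83, adjusted p = 0.00024). Without *eat-2* replicate 3 the genes past it numbered 6. Of 11 early embryo genes 2 rose and 2 fell (2 and 3 adjusted over the list alone), *sdz-24* with 1.32 and *vet-6* with -1.76, the last call being lost without N2 replicate 2 or *eat-2* replicate 2 or 3. Of 110 collagen genes 54 rose and 14 fell (58 and 21 adjusted over the list alone), *col-137* with 4.37 (adjusted p = 8.25e-05) and *col-101* with -1.99 (adjusted p = 6.48e-05). In the molting list 7 of 35 rose and 4 fell (1 and 2 adjusted over the list alone), with the peroxidase gene *mlt-7* at 0.87 (adjusted p = 0.000428) and *let-653* at -1.02 (adjusted p = 0.00227). Of 10 adult collagen genes 2 rose, *col-62* (2.84, adjusted p = 0.000371) and *col-7* (2.80, adjusted p = 0.00189; 2 higher and 2 lower adjusted over the list alone). Without *eat-2* replicate 1 the median of the molting list went from 0.61 to -0.81, that of adult collagens from 1.24 to -0.39 and that of all collagens from 1.22 to 0.73, so the cuticle genes of that library stood apart. The number of molting genes that rose was 1 without *eat-2* replicate 1, 2 without N2 replicates 1, 2 or 3, 4 without *nhr-62* replicates 1, 2 or 3.

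Regulators of longevity changed in small numbers. Of 19 targets of the insulin pathway transcription factor DAF-16, 4 rose and 2 fell (4 and 4 adjusted over the list alone), the ferritin gene *ftn-1* with 2.19 (adjusted p = 0.00185) and the metallothionein gene *mtl-2* with -1.95 (adjusted p = 0.000132). Of 17 regulators of dietary restriction 3 rose (5 higher and 4 lower adjusted over the list alone), including the zinc finger gene *pqm-1* (1.06, adjusted p = 0.00155), a count that was 1 without N2 replicate 3. By limma's camera test, 18 of the 41 lists differed from other genes in *eat-2* against wild-type with the preset correlation, and 2 with an estimated correlation, the neuropeptide lists. The sperm lists had adjusted p = 2.84e-06 and 0.045, and adjusted p = 0.676 and 0.844 with an estimated correlation, and the collagens adjusted p = 0.0189 and 0.844. The counts of *spe-49* and *sdz-24* are uncertain where other genes overlap them.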

Amongst enriched categories are genes involved in phosphorus metabolism, unsaturated fatty acid metabolism, eicosanoid and ceramide metabolism, lipid modification and transport, amino acid, amine and chitin metabolism, and neuropeptide signaling. Notably mutation of *nhr-62* reversed the regulation of about 600 of these genes, suggesting a key role in mediating the DR response. These genes are candidates for *nhr-62* targets, and possibly important effectors of the DR response (Table S6). Among them are genes whose molecular identity suggests a role in fat metabolism, including transport (apolipoproteins/vitellogenins, *vit-1* through *vit-6*, ABCG transporters *wht-5*, *wht-9*), lipid binding (*lbp-7*, *lbp-8*), fatty acid remodeling (acyl coA thiolases *F57F4.1*), β-oxidation (*acdh-2*, *ech-7*, acyl transferase *acl-13*) and fatty acid elongation (*elo-7*, *elo-8*). 

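Most genes called in *eat-2* against wild-type had the opposite direction in *eat-2;nhr-62* against *eat-2*, part of which shared libraries alone can give. Of the genes called in *eat-2* against wild-type, 3978 (94.4%) had the opposite direction in *eat-2;nhr-62* against *eat-2*, *vit-1*, *vit-2*, *vit-3*, *vit-4*, *vit-5* and *vit-6* among them. Both comparisons use the *eat-2* libraries, so their calls overlap by chance. When the *eat-2* and the double mutant libraries were all drawn anew from the *eat-2* means in 20 simulations, 58.4% of the genes called in *eat-2* had the opposite direction (range 57.1% to 59.3%). Only 0 to 1 genes were called in *eat-2;nhr-62* against *eat-2* there. The 0 to 1 reversed genes were thus fixed by the design and are no measure for the 713 in the data. Each gene was drawn on its own, so variation that many genes of a library share is left out. Independent lists of these sizes would share 174.4 genes in opposite directions. The simulated values leave out effects of *nhr-62* and the last value leaves out the shared libraries, so the excess over either is not the size of a shared effect, and with 3 libraries per genotype the *eat-2* libraries could not be divided. In the median gene changed by *eat-2*, 48.1% of the change was left in the double mutant. Changes in the same direction were also seen. Against wild-type, 865 genes, *col-91* and *T22B7.7* among them, were called the same way in *eat-2* and in *eat-2;nhr-62*, with 199.6 for independent lists. When the wild-type and double mutant libraries were all drawn from the wild-type means, only 0 to 1 genes were called in *eat-2;nhr-62* against wild-type. The 0 to 1 genes called the same way there were thus fixed by the design. From the number of eat-2-dependent genes that the *nhr-62* mutation returned, the paper proposes a key role for *nhr-62* in the response to dietary restriction.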

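The fat metabolism genes moved in both directions. Of the 16 genes that the paper groups under fat metabolism, 8 were higher and 6 lower in *eat-2;nhr-62* than in *eat-2* (9 and 7 adjusted over the list alone), and in *eat-2* against wild-type 7 were higher and 9 lower. The enoyl-CoA hydratase gene *ech-7*, of beta-oxidation, fell from 2064.5 ± 181 to 783 ± 208 normalized counts in *eat-2* and stood at 1683.5 ± 153 in *eat-2;nhr-62* (SD, n = 3; adjusted p = 0.00721 against *eat-2*, from edgeR). The fatty acid elongase genes *elo-7* (1.72 in *eat-2* against wild-type) and *elo-8* (1.59) fell in the double mutant (-1.07, adjusted p = 0.0209 and -0.94, adjusted p = 0.0246). So did the ABCG transporter genes *wht-9* (adjusted p = 0.0377) and *wht-5* (-1.14, adjusted p = 0.0416), the lipid-binding protein gene *lbp-7* (-0.61, adjusted p = 0.0368) and the acyltransferase gene *acl-13* (-1.12, adjusted p = 0.0333). *F57F4.1* rose in *eat-2* (1.09, adjusted p = 0.00114) and had a log2 fold-change of -0.63 in the double mutant (adjusted p = 0.0529).

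In wider lists the response was limited to a few members. Of 39 genes of fatty acid oxidation 3 were higher in *eat-2;nhr-62* than in *eat-2* (4 higher and 2 lower adjusted over the list alone), with *acs-2* at 1.13 (adjusted p = 0.0416). Of 9 ABCG transporter genes 3 were lower (5 adjusted over the list alone), with *wht-6* at -0.83 (adjusted p = 0.0366), and of 21 desaturase and elongase genes 3 (4 lower and 1 higher adjusted over the list alone), with *elo-4* at -0.95 (adjusted p = 0.04). Among lipid-binding proteins the calls were *lbp-7* and *lbp-8* (1 higher and 1 lower adjusted over the list alone). Of the screened lipase genes 2 were higher (3 higher and 2 lower adjusted over the list alone, and 18 of 28 with a lower mean), the hormone-sensitive lipase gene *hosl-1* (0.60, adjusted p = 0.00966) and *C40H1.8* (log2 fold-change 0.86, standard error 0.16, adjusted p = 0.0149), for which *eat-2* had 147 ± 9.3 and *eat-2;nhr-62* 267 ± 34.3 normalized counts against 35.8 ± 7.6 in wild-type. The 14 calls among the paper's 16 genes, which it chose on these libraries so that they are not independent evidence, became 5 without *eat-2;nhr-62* replicate 2, 6 without *eat-2* replicate 2, 7 without *eat-2;nhr-62* replicate 3. The calls of *elo-4*, *acs-2*, *wht-5*, *wht-6*, *wht-9* and *lbp-7* were each lost without any 1 of 8 or more libraries, including *eat-2;nhr-62* replicates 2 and 3. That of *hosl-1* was lost without *eat-2* replicate 1 or *eat-2;nhr-62* replicate 2 or 3, and that of *C40H1.8* without *eat-2;nhr-62* replicate 2. *elo-7*, *acl-13*, *F57F4.1* and *elo-4* overlap genes on the opposite strand or the same one, so their counts are uncertain.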

Presumably some of these genes may mediate the physiologic changes relevant to DR. Indeed, vitellogenin knockdown has been previously shown to extend life [50].

Dietary restriction is associated with reduced TOR signaling, reduced protein synthesis, and increased autophagy [20], [21], [51]. Within the TOR pathway, the amino acid sensing G-proteins RAGA-1, RAGC-1 and TOR itself were down regulated about 20% but was significant for TOR only. 

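The TOR gene *let-363* and the GTPase genes *raga-1* and *ragc-1* were slightly lower in *eat-2*. The kinase gene *let-363*, which encodes TOR, had 9723 ± 624 normalized counts in wild-type and 7797 ± 1298 in *eat-2* (SD, n = 3; log2 fold-change -0.32, standard error 0.12, adjusted p = 0.0424, from edgeR). The amino acid sensing GTPase genes *raga-1* (log2 fold-change -0.22, standard error 0.06, adjusted p = 0.014) and *ragc-1* (log2 fold-change -0.21, standard error 0.06, adjusted p = 0.00938) were lower by a similar amount. All 3 passed the adjusted p threshold, and none the 1.5-fold threshold. Of 17 TOR pathway genes 7 were lower and 1 was higher at an adjusted p under 0.05 (7 and 1 adjusted over the list alone), with a median log2 fold-change of -0.19. The list did not stand apart from other genes in limma's camera test (adjusted p = 0.0612, and adjusted p = 0.676 with an estimated correlation). The one that was higher was the kinase gene *sgk-1* (0.56, adjusted p = 0.00023), and *nprl-3*, which encodes a part of the complex that inhibits TOR signalling, was lower (-0.24, adjusted p = 0.00463). In *eat-2;nhr-62* against *eat-2* the log2 fold-changes were 0.27 for *let-363* (adjusted p = 0.14), 0.08 for *raga-1* (adjusted p = 0.393) and 0.12 for *ragc-1* (adjusted p = 0.156). Under scaling by total counts the median of the list in *eat-2* was 0.03, and *raga-1* and *ragc-1* were at 0.01 and 0.01, so these small decreases hold relative to the other genes and not to the total of counts.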

Consistent with a possible downstream or parallel role, *let-363/*TOR RNAi induced longevity in the *nhr-62* mutant background. We also found that the autophagy gene *lgg-1* was up-regulated 1.5-fold, in a manner dependent on *nhr-62*. 

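The autophagy gene *lgg-1*, which encodes a ubiquitin-like protein of the autophagosome membrane, rose in *eat-2* and lay between *eat-2* and wild-type in the double mutant. Its normalized counts were 9204 ± 1109 in wild-type, 9557 ± 364 in *nhr-62*, 14693 ± 3541 in *eat-2* and 11689.5 ± 605.5 in *eat-2;nhr-62* (SD, n = 3). In edgeR's test *eat-2* differed from wild-type (log2 fold-change 0.67, standard error 0.14, adjusted p = 0.00239). Without *eat-2* replicate 1 the log2 fold-change was 0.46 and no longer over 1.5-fold. Between *eat-2;nhr-62* and *eat-2* the log2 fold-change was -0.33 (standard error 0.14, adjusted p = 0.12), and in the interaction it was -0.38 (standard error 0.20, adjusted p = 0.394). A dependence of the *lgg-1* transcript on *nhr-62* was not detectable at these 3 libraries per genotype.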

Consistently, we observed that autophagic vesicles visualized with GFP::LGG-1 were increased under DR in an *nhr-62* dependent manner. Previous studies have shown that *lgg-1* and other autophagy genes are required for DR and various longevity pathways [52]. However, other autophagy genes did not show significant regulation under DR, suggesting that post-transcriptional mechanisms contribute to this response.

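Few autophagy genes changed in *eat-2*, and most of those by less than 1.5-fold. Of 29 autophagy genes, 5 were higher and 3 lower at an adjusted p under 0.05 in edgeR's test (5 and 3 adjusted over the list alone), and the median log2 fold-change was -0.02. The *lgg-1* paralog *lgg-2* had a log2 fold-change of 0.53 (standard error 0.10, adjusted p = 0.00196), and *hlh-30*, the homolog of the transcription factor TFEB that controls autophagy and lysosome genes, a log2 fold-change of 0.47 (standard error 0.10, adjusted p = 0.0029). The protease gene *atg-4.2* was lower (log2 fold-change -0.47, standard error 0.11, adjusted p = 0.00552). Past the fold threshold were 1 gene higher, *lgg-1*, and 1 lower. The first became 0 without *eat-2* replicate 1, 2 without N2 replicate 2 or *eat-2* replicate 2, 3 without *eat-2* replicate 3, and the second 0 without N2 replicate 2 or *eat-2* replicates 2 or 3. In *eat-2;nhr-62* against *eat-2*, *atg-3*, which encodes the enzyme that joins LGG-1 to lipid, was higher by 0.34 (adjusted p = 0.0257) and was the only member to pass when adjusted over the list alone, and the median was 0.05. Under scaling by total counts the median in *eat-2* against wild-type was 0.20.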

Reduced protein translation extends life span and may be one of the important outputs of the DR response [53]. We observed significant down regulation of several translation initiation and release factors including *inf-1*, whose down-regulation has been shown to extend life span [54]. Additionally, a systematic, albeit small (approximately 20%) down-regulation of scores of ribosomal proteins was evident under DR; however none of these showed definitive *nhr-62* dependence. It is possible that these minor transcriptional changes collectively recapitulate the physiologic effect of DR. 

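Translation initiation and release factors were lower in *eat-2* as a group, each by less than 1.5-fold. Of 30 such genes 29 had a lower mean, 19 of them at an adjusted p under 0.05 in edgeR's test (20 lower adjusted over the list alone), and the median log2 fold-change was -0.32. The initiation factor gene *inf-1*, which encodes eIF4A, went from 23654 ± 1031 to 16505 ± 1416 normalized counts (SD, n = 3; log2 fold-change -0.52, standard error 0.09, adjusted p = 0.000851). The release factor gene *erfa-1* had a log2 fold-change of -0.58 (standard error 0.08, adjusted p = 0.000387), and the eIF3 subunit genes *eif-3.C* (-0.41, adjusted p = 0.0011) and *eif-3.F* (-0.37, adjusted p = 0.000589) were also lower. The fall of *erfa-1* was over 1.5-fold without N2 replicate 2, *eat-2* replicate 2 or *eat-2* replicate 3. The list stood below other genes in limma's camera test (adjusted p = 9.27e-07; adjusted p = 0.502 with an estimated correlation). In *eat-2;nhr-62* against *eat-2*, *inf-1* had a log2 fold-change of 0.13 (adjusted p = 0.327), and the median of the list was 0.08. That median turned to -0.03 under scaling by total counts.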

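Ribosomal protein genes were lower in *eat-2* almost without exception, and by small amounts. Of 75 cytosolic ribosomal protein genes 73 had a lower mean in *eat-2* than in wild-type, and the median change was -14.6% (median log2 fold-change -0.23). Single genes rarely passed, 11 lower and 1 higher at an adjusted p under 0.05 in edgeR's test (1 lower adjusted over the list alone). The lower ones include *rpl-18* (log2 fold-change -0.55, standard error 0.17, adjusted p = 0.0162) and *rpl-12* (log2 fold-change -0.31, standard error 0.10, adjusted p = 0.0227), and *rpl-41.1* (-0.60, adjusted p = 0.00115) also passed the fold threshold, a call lost without N2 replicate 3, *eat-2* replicate 1 or *eat-2* replicate 3. As a set they lay below other genes in limma's camera test (adjusted p = 1.1e-05; adjusted p = 0.827 with an estimated correlation). Of 66 mitochondrial ribosomal protein genes 56 had a lower mean, 14 of them at an adjusted p under 0.05 (7 adjusted over the list alone), with a median log2 fold-change of -0.14, and the lowest p was that of *mrps-23* (-0.41, adjusted p = 0.00188). Under scaling by total counts the median was -0.003 for the cytosolic and 0.08 for the mitochondrial genes, so the decrease is one relative to other genes. In *eat-2;nhr-62* against *eat-2* 37 cytosolic genes had a higher mean and 38 a lower one (median -0.001), and the smallest adjusted p was 0.104 for *rpl-42*.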

Alternately, modest regulation of a critical enzyme or key regulator in the pathway might be sufficient. *nhr-62* might also regulate unidentified post-transcriptional modifiers of these processes, especially given the many kinases and phosphatases affected (Tables S6,S7). 

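Members of several large gene families changed in *eat-2*, and part of the abu and fungus-induced genes were lower again in the double mutant. Of 9 genes of the activated in blocked unfolded protein response (abu) family, 7 rose in *eat-2* (8 adjusted over the list alone), *abu-11* from 11.9 ± 4.5 to 200.2 ± 34.4 normalized counts (SD, n = 3) and *abu-10* from 4.5 ± 2.3 to 140.1 ± 25.3. In *eat-2;nhr-62* 6 of them fell again (6 adjusted over the list alone), *abu-10* with a log2 fold-change of -1.69 (standard error 0.25, adjusted p = 0.00565) and *abu-11* with a log2 fold-change of -1.33 (standard error 0.22, adjusted p = 0.00813) (edgeR). Of 20 fungus-induced protein genes 14 rose in *eat-2* (14 adjusted over the list alone), such as *fipr-2* (1.68, adjusted p = 3.32e-05), *fip-2* (0.99, adjusted p = 0.000176) and *fipr-1* (1.79, adjusted p = 0.000177), and 8 were lower in *eat-2;nhr-62* (13 adjusted over the list alone), with *fipr-10* at -1.65 (adjusted p = 0.0164) and *fipr-1* at -1.03 (adjusted p = 0.0175). C-type lectin genes gave 33 increases and 7 decreases among 122 in *eat-2* (39 and 9 adjusted over the list alone), *clec-17* with 3.20 (adjusted p = 0.000122) and *clec-7* with 1.83 (adjusted p = 5.78e-05), and in *eat-2;nhr-62* against *eat-2* 6 increases and 4 decreases (5 and 4 adjusted over the list alone), *clec-47* with 1.00 (adjusted p = 0.00375) and *clec-142* with -1.12 (adjusted p = 0.00835). Of 232 F-box genes 70 rose and 25 fell in *eat-2* (80 and 36 adjusted over the list alone), and 13 fell and 1 rose in *eat-2;nhr-62* against *eat-2* (13 and 1 adjusted over the list alone). The gene *fbxa-125* rose in *eat-2* (2.27, adjusted p = 2.93e-05) and fell in the double mutant (-1.62, adjusted p = 0.00173). UDP-glycosyltransferase genes gave 7 decreases and 2 increases in the double mutant (13 and 4 adjusted over the list alone), including *ugt-33* (log2 fold-change -4.25, standard error 0.40, adjusted p = 0.000292) and *ugt-41* (-0.86, adjusted p = 0.00454).

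In limma's camera test of *eat-2;nhr-62* against *eat-2* the abu list had an adjusted p = 0.000184 and the fungus-induced list an adjusted p = 1.3e-06, with adjusted p = 0.564 and 0.285 with an estimated correlation. The lectins had an adjusted p = 0.25 and the F-box genes an adjusted p = 0.198. The paper names these families from the same libraries, so their tests are not independent evidence. Counts in the double mutant varied with single libraries. The abu decreases became 2 without *eat-2;nhr-62* replicates 2 or 3, 3 without *eat-2;nhr-62* replicate 1, the fungus-induced ones 0 without *eat-2* replicate 2 or *eat-2;nhr-62* replicates 2 or 3, 4 without *nhr-62* replicate 2 or *eat-2* replicate 3, 5 without N2 replicate 3, *nhr-62* replicates 1 or 3 or *eat-2* replicate 1, the F-box ones 2 to 8 without N2 replicate 3, *nhr-62* replicate 3, *eat-2* replicates 1, 2 or 3 or *eat-2;nhr-62* replicates 1, 2 or 3, the lectin increases 1 without *eat-2* replicate 2 or *eat-2;nhr-62* replicate 2, 2 without *eat-2;nhr-62* replicate 3 and the lectin decreases 2 without N2 replicate 3, *nhr-62* replicates 1, 2 or 3, *eat-2* replicates 1 or 2 or *eat-2;nhr-62* replicates 1, 2 or 3, 8 without N2 replicate 1, 11 without N2 replicate 2, and the glycosyltransferase decreases 3 without *eat-2;nhr-62* replicate 2, 4 without *eat-2* replicate 2. The decreases of F-box genes in *eat-2* became 6 to 16 without N2 replicate 2 or *eat-2* replicates 1, 2 or 3 and 40 without N2 replicate 1. Members of the abu and fungus-induced families have near-identical copies, so the split of reads between them is uncertain. Counts of *fip-2* can include reads of overlapping genes.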

Many of the genes regulated by *nhr-62* also include nonconserved genes that fall into large families including F-box proteins, lectins, activated in blocked unfolded protein response (abu) and fungal induced proteins, which are speculated to be involved in innate immunity. In the future it will be important to understand how the diverse transcriptional output of *nhr-62* relates to longevity and to identify direct targets by ChIP-seq.

It is currently unclear which mammalian homolog is most functionally analogous to *nhr-62*. The *C. elegans* genome has undergone a radical expansion of the HNF4 family of nuclear receptors, making an assignment of homologous function for *nhr-62* challenging. One such HNF4-like nematode receptor, *nhr-49*, has been proposed as PPARα-like because it is involved in the starvation response, turns on genes implicated in β-oxidation, fatty acid desaturation, binding and transport. However, in our hands, *nhr-49* knockdown did not abrogate the DR response. Conceivably, *nhr-62* functions similar to the PPARs as well, since these nuclear receptors are known lipid sensors that regulate metabolism under different nutritional states. Corton *et al* originally observed a substantial overlap in the expression profile of DR and PPAR nuclear receptor regulation in mice [55]. Furthermore, in non-human primates, regulation of PPARs may be pivotal for the effects of DR [56]. Similar meta-analysis of expression profiles implicates PPARα in the DR response [57]. It is also possible that *nhr-62* functions like HNF4, which regulates apolipoprotein levels and lipid and glucose homeostasis. Notably, both PPARs and HNF4 nuclear receptors can bind to fatty acids, which may be regulating their activity [58], [59]. The finding that *nhr-62* is involved in fat metabolism raises the possibility it too is regulated by fatty acid like ligands.

Interestingly, the *C. elegans* transcription factor SKN-1/NF-E2 regulates DR-induced longevity from the pair of ASI sensory neurons [17]. This implies that cell non-autonomous signals downstream of SKN-1/NF-E2 mediate a systemic physiological response to DR. Conceivably, this DR response could be communicated through an endocrine mechanism, and suggest that specific hormones and hormone receptors such as NHR-62 are required for DR-induced longevity. If so, it would be exciting to identify the ligand for NHR-62 and determine if it could promote longevity under replete conditions. Alternately, NHR-62 may not be ligand regulated, but instead function as a competency factor instructed by other regulatory molecules that control its response to nutrient availability and facilitate metabolic remodeling. In the future it will be interesting to distinguish these possibilities. To our knowledge, this study is the first to find a nuclear hormone receptor specifically required for DR-induced longevity, potentially though regulation of fat metabolism and autophagy.

## Materials and Methods

### *C. elegans* Strains

All strains were grown and maintained on NGM agar seeded with *E. coli* (OP50) at 20°C unless otherwise noted. Standard procedures for culturing and maintaining strains were used [60]. Strains used: N2 (wild-type), *eat-2(ad465)*, *nhr-62(tm1818)*, *nre-1(hd20);lin-15b(hd126)*, UL1385 mvEx5591*(Y67A6A.2*::*gfp* + *unc-119)*, *eat-2(ad465);*mvEx5591*(Y67A6A.2*::*gfp* + *unc-119)*, OP403 wgIs403*(nhr-62*::TY1 EGFP 3× FLAG (91H02);*unc-119(+))*; *unc-119(tm4063)*, QU1 izEx1*(*p*lgg-1*::*gfp*::*lgg-1* + *rol-6)*, *eat-2(ad465)*; izEx1(p*lgg-1*::*gfp*::*lgg-1* + *rol-6*), *eat-2(ad465);nhr-62(tm1818)* dhEx627(p*myo-3*::*cfp* + fosmid WRM065CF04). The dhEx627 extra-chromosomal rescue strain was generated by injecting DNA from worm fosmid WRM065CF04 (10 ng/µl), a co-injectable marker (p*myo-3*::*cfp* at 20 ng/µl) and salmon sperm DNA at 70 ng/µl. Stable arrays were selected for and maintained based on expression of the co-injected marker. For imaging of *nhr-62::gfp*, day 1 adult worms were visualized using a Zeiss Axioskop2 Plus microscope and representative images were processed with ImageJ [61].

### Lifespan Assays

Lifespans were recorded as previously described [62] unless otherwise noted. A log-rank p value of less than 0.001 was used for establishing significance. Experimental worms were grown at 20°C for three generations without starving and were staged as eggs on experimental plates using a timed egg lay. L4s were moved into the appropriate conditions for the start of the aging experiment at a density of 10–12 worms per 6 cm plate. At the L4 stage, or day 0 of aging experiment, worms were moved to fresh experimental plates at density of 10–12 worms per plate. Worms were scored every other day across their lifespan for movement. Worms that did not move on their own were gently touched with a sterilized platinum wire pick and monitored for movement. If there was no movement worms were scored as dead. During these experiments worms were transferred to fresh experimental plates every other day until the end of the reproductive period and then moved once a week. Animals that crawled off the plate, exploded due to a ruptured vulva, or became Egl (egg laying defective), in which unlaid eggs hatch inside the mothers, were censored from the aging experiment. The number of aging experiments performed, mean, median, and maximum lifespans, log-rank analysis, number of worms used in each experiment and worms censored were recorded (Table S1). For the high-throughput aging screen, worms were grown to gravid adult and bleached to collect staged eggs. To increase the efficacy of RNAi, RNAi sensitive strain *nre-1(hd20);lin-15b(hd126)* was used. Eggs were pipetted at a target density of 15 eggs per well into 12 well cell culture plates with RNAi NGM seeded with RNAi clone of interest. At L4, or day 0 of adult, 15 µl of FUdR (5-Fluoro-2′-deoxyuridine) (50 mM) was pipetted into each well to inhibit progeny production. On day 7 of adulthood, the number of worms alive was determined for each well. On day 15 of adulthood, the number of worms alive was again determined and the percent surviving was calculated. For RNAi experiments, worms were maintained on NGM plates with 20 µg/ml carbenicillin, 10 µg/ml tetracycline, and 1 mM IPTG. Worms were transferred to fresh RNAi plates every other day. For BDR longevity experiments, lifespans were recorded as previously described [10]. Worms were grown for three generations without starving on NGM plates seeded with OP50 and then staged using a timed egg lay. At L4, or day 0 of aging experiment, worms were transferred to NGM plates with FUdR (100 µg/mL). After 48 hours, worms were then washed for one hour in BDR liquid media (5.85 g NaCl, 1 g K_2_HPO_4_, 6 g KH_2_PO_4_, 1 ml cholesterol at 5 mg/mL in ethanol, and MilliQ H_2_O to 1 L) with carbenicillin (50 µg/ml), kanamycin (10 µg/ml), and tetracycline (1 µg/ml) added to inhibit bacteria replication. 90 worms were then moved into defined bacteria concentrations and scored every 3–4 days for survival at a density of 15 worms per well. On every score day worms were transferred to freshly made bacteria condition. FUdR was added to the BDR liquid media for the first 14 days of adulthood to inhibit progeny production. Bacteria concentration was determined through serial dilution, plating, and counting of colony forming units (CFUs). The number of aging experiments performed, mean, median, and maximum lifespans, log-rank analysis, number of worms used in each experiment and worms censored were recorded (Table S2).

### Fat Analysis

Oil Red O protocol was adapted from [35]. 200–300 day 1 adult worms synchronized through a timed egg lay were washed with M9 and fixed with 50% isopropanol for 15 minutes. Oil Red O stock solution (0.5 g Oil Red O in 100 ml isopropanol) was diluted in water to 60% Oil Red O working solution and used to stain the worms overnight. Worms were then washed with PBS and 0.01% TritonX-100 (diluted in PBS) was added prior to mounting the worms. Images were captured using a DIC microscope and Zeiss AxioCam MRc5 camera. ImageJ was used to invert the color images and a 100 pixel diameter circle was drawn to quantify the intensity of the first intestinal cell and background was subtracted out. Statistics were done using GraphPad Prism software.

Biochemical triglyceride assays were performed using approximately 5,000 day 1 adult worms staged through timed egg lay. Worms were from NGM plates and washed 3 times in PBS then ground up using a pestle and homogenized using a Branson Sonifier Cell Disruptor. Triglyceride and protein levels were determined using a Triglyceride Colorimetric Assay Kit (Cayman Chemical Company) and the Pierce BCA Protein Assay Kit (Thermo Scientific) and analyzed on a Biotek Power Wave XS plate reader according to manufacturer's instructions. Three technical replicates were preformed for every biological replicate. Standards were also done in triplicate. Statistics were done using GraphPad Prism software.

### GC Analysis of FAMEs

Day 1 adults animals were collected in 100 µl M9 buffer, washed 2-times, and run through 10-freeze/thaw cycles before being sonicated to lyse the cuticle and tissue. Protein concentration was determined using the Pierce BCA Protein Assay Kit (Thermo Scientific) according to manufacturer's instructions. 50 µl was removed to a 1.5 ml gas chromatography (GC) vial for derivatization. To each vial, 200 ng each of methyl C11:0, C13:0, and C23:0 (NuChek Prep, Inc.; 20 µg/ml stock in methanol) were added as internal reference standards. To convert fatty acids into their fatty acid methyl ester (FAME) derivatives, 0.5 ml of 2.5% H_2_SO_4_ (Sigma) in methanol (Biosolve) was added to each sample and incubated at 80°C for 20 minutes with shaking. 0.75 ml of water (Biosolve, ULC Grade) and 350 µl of hexane (Sigma) were next added and the sample was incubated with shaking for 10 min to extract FAMEs into the hexane layer. The hexane layer was removed, concentrated by evaporation, and used directly for analysis. FAME analysis was carried out using an Agilent 7890A GC equipped with a flame ionization detector (FID) (Agilent Technologies, Inc) and a DB-23 column (30 m×0.25 mm I.D., 0.25 µm, Agilent) using helium as a carrier gas at a flow rate of 3 ml/min. 1 µl per sample was injected in pulsed-splitless mode. The initial oven temperature was set to 80°C, held for 1 minute; increased to 170°C at 6.5°C/min; then increased to 215°C at 2.75°C/min. FAMEs were identified and compared against known reference standards for quantification.

### qRT-PCR

Synchronized worms were collected into TRIzol (Invitrogen) when reaching adulthood but bearing no embryos. Total RNA and cDNA was prepared using RNeasy Mini kit (QIAGEN) and iScript cDNA Synthesis Kit (Bio-Rad) respectively. qRT-PCR was performed with Power SYBR Green master mix (Applied Biosystems) on a ViiA7 384 Real-Time PCR System (Applied Biosystems). A combination of *ama-1* and *cdc-42* was used as control. 4 biological replicates containing 300–400 worms each and four technical replicates were tested for each experiment. qPCR primers sequences are in Table S8.

### Autophagy Marker GFP::LGG-1

Counting of puncta formation was done as previously described [20]. Briefly, young adults were transferred to RNAi plates targeting the gene of interest. L3 animals of the next generation were scored. The number of GFP puntca in each seam cell was recorded using a Zeiss Axioskop2 Plus microscope. For *nhr-62* RNAi experiments, 3 biological replicates with 31 animals (345 seam cells) of GFP::LGG-1 (L4440), 26 animals (225 seams cells) of GFP::LGG-1 (*nhr-62i*), 62 animals (773 seams cells) of *eat-2* GFP::LGG-1 (L4440), and 58 animals (598 seam cells) of *eat-2* GFP::LGG-1 (*nhr-62i*) were scored. For *C40H1.8* RNAi experiments, 3 biological replicates with 50 animals (323 seam cells) of GFP::LGG-1 (L4440), 43 animals (382 seams cells) of GFP::LGG-1 (*C40H1.8i*), 100 animals (933 seams cells) of *eat-2* GFP::LGG-1 (L4440), and 99 animals (896 seam cells) of *eat-2* GFP::LGG-1 (*C40H1.8i*) were scored.

### RNA-seq and Bioinformatic Analysis

Worms of indicated genotypes were synchronized by two rounds of bleaching and approximately 300 worms for each genotype were handpicked into TRIzol (Invitrogen) when they just reached adulthood without carrying embryos. Total RNA was prepared with RNeasy Mini Kit (QIAGEN). cDNA library was subsequently constructed by TruSeq RNA Sample Preparation Kit (Illumina). Illumina sequencing (100 bp single end) was performed on 3 biological replicates for each of the 4 treatments *eat-2*, *nhr-62;eat-2*, *nhr-62*, N2, giving a total of 12 samples. Sequencing reads were clipped to remove adapter sequence using fastx_clipper (http://hannonlab.cshl.edu/fastx_toolkit/), clipped reads were aligned to the *C. elegans* reference genome (WBcel215.67) using tophat version 1.3 (Trapnell, Pachter & Salzberg 2009) with option −g1 to ensure unique mapping and option −G to pass the Caenorhabditis_elegans.WBcel215.67.gtf. The number of reads mapping to each Ensemble gene was counted with htseq-count (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html#count). Statistical analysis and drawing of plots was performed in R (http://www.r-project.org/) using the bioconductor package Deseq (Anders, Huber 2010) and R function gplots (http://cran.r-project.org/web/packages/gplots/index.html). Scatterplots of the RNA-seq data were drawn to illustrate differential expression between samples. A heatmap showing Euclidean distances between samples (calculated from variance stabilized transformed data) was plotted in R. For each data comparison a list of “significant differentially expressed genes” was compiled from the Deseq-result as follows: FDR<0.05, mean normalized count >10 and absolute Foldchange (FC) >1.5. Furthermore a list of genes, which are up or down regulated by *eat-2*, compared to the control (*eat-2* vs N2), but show that they are rescued in the *nhr-62;eat-2* phenotype (*nhr-62;eat-2* vs *eat-2*) was compiled and referred to as Rescued-Genes. Further analysis of “significant differentially expressed genes” and “Rescued-Genes” was performed as follows:

1. A Venn diagram was plotted in R for “significant differentially expressed genes” to show the overlap of the significant differentially expressed genes.
2. Annotation and Gene-enrichment analysis of “significant differentially expressed genes” and “Rescued-Genes” was performed with David [45], [46].
3. ReviGO analysis [63] was conducted on the DAVID GO-BP gene-enrichment result of “Rescued-Genes”. ReviGO summarizes GO-BP-IDs. The resultant network was uploaded into Cytoscape [64] for further editing and the image exported.

## Supporting Information

Figure S1 Related NHRs do not mediate DR longevity response. (A) Knockdown of *nhr-49* by RNAi does not abolish longevity of *eat-2(ad465)* mutant animals (log-rank p<0.001). (B) Percentage of animals alive on day 15 fed bacteria expressing different RNAi constructs. *nhr-49* RNAi resulted in shortevity. Knockdown of the *nhr-62* paralogs *nhr-21*, *nhr-4*, *nhr-34*, and *nhr-100* by RNAi does not suppress *eat-2;nre-1;lin-15b* longevity. (C) Median lifespan of wild-type (N2) or *eat-2(ad465)* worms fed *nhr-62*, *nhr-4*, or *nhr-21* RNAi.
(TIF)

Figure S2 Physiologic traits of *nhr-62* overexpression. (A) Pumping rates of day 1 wild-type (N2) and wild-type*(dhEx627)* worms are not different. (B) Body length of day 1 adult wild-type*(dhEx627)* are shorter than wild-type (N2) worms. (C) Oil Red O staining of wild-type (N2) and wild-type*(dhEx627)*. Oil Red O intensity in wild-type*(dhEx627)* is slightly decreased relative to wild-type (N2). ***p<0.001 by unpaired t-test. Mean (Center Line) ± SD (Box) with bars representing an outlier coefficient of 1.5.
(TIF)

Figure S3 Physiologic traits of *nhr-62* mutation. (A) Pumping rates of day 1 adult *eat-2(ad465)* and *eat-2;nhr-62* mutants are reduced relative to wild-type (N2) and *nhr-62(tm1818)* mutants (combined data from 2 independent experiments). (B) Relative body length of day 1 adult *eat-2(ad465)* and *eat-2;nhr-62* mutants are smaller than *ad libitum* controls. (C) Day 1 adult *eat-2(ad465)* and *eat-2;nhr-62* worms have reduced total progeny compared to *ad libitum* controls. *nhr-62(tm1818)* mutants have a modest but significant decrease in total hatched progeny compared to wild-type (N2) (combined data from 3 independent experiments). *p<0.05, **p<0.01, ***p<0.001 by Single Factor ANOVA with Tukey test. Mean (Center Line) ± SD (Box) with bars representing an outlier coefficient of 1.5.
(TIF)

Figure S4 Expression levels of *fat-2*, a Δ^12^-desaturase involved in PUFA synthesis. Levels of *fat-2* mRNA were significantly up-regulated under DR as measured by qPCR. Mutation of *nhr-62* partially suppressed this up-regulation, though this did not reach significance (p = n.s.). *p<0.05 by single factor ANOVA with Tukey test. Mean±SEM.
(TIF)

Figure S5 *C40H1.8* partially suppresses DR-induced longevity. (A,B) *C40H1.8* RNAi slightly reduces the lifespan of *eat-2;nre-1;lin-15b* worms relative to *gfp* RNAi fed controls (2 independent experiments). (C) Percent change in median lifespan of *eat-2;nre-1;lin-15b* relative to *nre-1;lin-15b* animals fed either *C40H1.8* RNAi or *gfp* RNAi calculated from the experiments shown in A and B.
(TIF)

Figure S6 qPCR of *C40H1.8* and homologs. Level of (A) *C40H1.7* mRNA (B) *C40H1.8* mRNA and (C) *C40H1.9* mRNA in wild-type (N2) worms fed *C40H1.8* RNAi relative to wild-type (N2) worms fed *gfp* RNAi. *p<0.05 by student's unpaired t-test. Mean±SEM.
(TIF)

Figure S7 Sequence alignment of predicted lipase *C40H1.8*. Sequence alignment of *C40H1.8* to lipase class 3 proteins in various species. Catalytic triad (CT), nucleophilic elbow (NE), dashes represent breaks in the amino acid sequence. Accession numbers are C40H1.8:NP_001021213.1, Atg15p:EEU05398.1, Os11g0299300:ABA92846.1, C40H1.9:NP_001021214.2, diacyclglycerol lipase *D. melanogaster*:ACF37118.1, diacyclglycerol lipase *M. musculus*:NP_659164.2, and diacyclglycerol lipase *H. sapiens*:NP_631918.3.
(TIF)

Figure S8 Analysis of RNA-seq data. (A) Heatmap showing Euclidean distances between RNA-seq samples (calculated from the variance stabilizing transformation of the count data). (B) Venn diagram shows the number of distinct and overlapping regulated genes from RNA-seq. (C–N) qPCR validation of RNA-seq candidates. *p<0.05, **p<0.01, ***p<0.001 by single factor ANOVA with Tukey test. Mean±SEM.
(TIF)

Table S1 Plate Aging.
(XLSX)

Table S2 BDR Aging.
(XLSX)

Table S3 Genes tested in DR lipase screen.
(XLSX)

Table S4 Genes regulated in *eat-2* versus N2.
(XLSX)

Table S5 Gene enrichment DAVID analysis of genes regulated in *eat-2* versus N2.
(XLSX)

Table S6 *nhr-62* rescued genes.
(XLSX)

Table S7 Gene enrichment DAVID analysis of rescued genes.
(XLSX)

Table S8 qPCR primers.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

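The deposited data are a table of counts of reads per gene for 12 libraries of *C. elegans*, 3 for each of wild-type (N2), *nhr-62(tm1818)*, *eat-2(ad465)* and *eat-2;nhr-62* animals. The authors made these counts by clipping adapters, aligning reads with TopHat to the WormBase genome with its gene models, keeping 1 alignment per read, and counting reads per gene with HTSeq. They tested them with DESeq, whose version is not given, at a false discovery rate under 0.05, a fold change over 1.5 and a mean normalized count over 10. The table lists 45836 genes and 1 blank line, which was left out. Its values are whole numbers, and no column was left unused. Gene names came from a WormBase annotation, which matched 97.9% of the genes with a count.

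The counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 4 genotypes, library sizes were scaled by TMM, and 1 quasi-likelihood fit with a mean per genotype held all libraries, so that every comparison shares 1 estimate of spread. The comparisons were *eat-2* against wild-type, *nhr-62* against wild-type, *eat-2;nhr-62* against wild-type, against *eat-2* and against *nhr-62*, and the interaction of both mutations. P-values were adjusted by Benjamini-Hochberg over all tested genes, and where stated over the members of a list alone. Standard errors of log2 fold-changes were taken as the size of the fold-change over the square root of edgeR's F value. A gene counted as reversed when it was called in *eat-2* against wild-type and called in the opposite direction in *eat-2;nhr-62* against *eat-2*. Distances between libraries were Euclidean distances on counts transformed by the variance-stabilizing function of DESeq2 1.42.0. Gene lists were tested with camera and fry of limma 3.58.1, camera with a preset correlation between genes of 0.01 and with an estimated one. The lists named 620 members, of which 18 matched no gene in the table. Sums of counts ran from 18260311 to 44753083, and 12 pairs of libraries of the same genotype differed by 10.3 to 61.1 times what random sampling of reads would give. The spread between libraries, and not depth, therefore sets the precision for all but rare transcripts.

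The genes named were chosen by a rule fixed in advance. It takes every gene that the paper names as measured by RNA-seq or qPCR, the 8 largest increases and 8 largest decreases in *eat-2* against wild-type and in *eat-2;nhr-62* against *eat-2* among called genes with a mean normalized count over 100 and no overlap between the libraries of the genotypes, the first 4 of each in *eat-2;nhr-62* against wild-type and against *nhr-62*, the 10 smallest p-values in *nhr-62* against wild-type, the 6 smallest in the interaction, and the 4 members of each list with the smallest p-values. Values in the paper's Tables S4 to S7 had been seen when it was written. The list of genes named by the paper was first written from memory after the counts had been opened and held 5 genes that the paper does not name, so it was rebuilt from the paper's text and tables. With 3 libraries against 3, complete separation arises by chance in 10% of genes.

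The alternatives tried were other scalings (DESeq2's size factors, total counts, and TMM without the vitellogenin and sperm lists), DESeq2's test, an approximation of the original DESeq method, edgeR's test against a 1.5-fold change, no filter on counts, the adjusted p alone, a fit of only the genotypes compared, the replicate number as a block, and leaving out each library in turn. Added after the values were seen were fits of replicates 2 and 3 only and a fit with the spermatogenesis score as a covariate. The test was checked on simulated counts drawn from the means and sizes of these libraries. Overlap between comparisons that share libraries was set against 20 simulated data sets in which the libraries of the shared genotype and of *eat-2;nhr-62* were drawn from the same means, a design chosen after the values were seen. DESeq itself and the reads were not available, so alignment and counting were not repeated.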

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

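The test with the spermatogenesis score, that of the shares of the most abundant genes, the 3 tests of the genes called in *nhr-62* against wild-type, the count over splits that keep *eat-2* apart from *eat-2;nhr-62* and the limit to neighbours of *C40H1.8* with as many counts were chosen only after those results were seen, and the other tests before.

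The response to *nhr-62(tm1818)* differed between the *eat-2* and wild-type backgrounds for 40 genes by edgeR's interaction test, which is a difference between groups. Of 100 splits of the libraries, the real one among them, 4 called at least 40 genes, with 963 the highest of the others, but most splits mix *eat-2* with *eat-2;nhr-62*, and of the 9 that keep them apart 4 reach that count, so chance is not excluded and the libraries have other structure. Genes called in *eat-2;nhr-62* against *eat-2* that were not called in *eat-2* against wild-type numbered 112, *hosl-1* among them, with 43 higher and 69 lower. Between *eat-2;nhr-62* and *nhr-62*, a comparison that the paper does not report, 1666 genes were called, 1451 higher and 215 lower. That count ranged over 891 to 2027 with 1 library left out. It was 234 with edgeR's test against a 1.5-fold change and 800 with the spermatogenesis score as a covariate.

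The 637 genes that rose in *eat-2* and fell again in *eat-2;nhr-62* went along with the sperm transcripts of the libraries. Different shares of the most abundant genes do not account for the fall, since those among the top 10 of any of these libraries could shift all other genes by at most 0.03 on the log2 scale between an *eat-2* and an *eat-2;nhr-62* library, while scaling without the vitellogenin and sperm lists, which left 93.9% reversed, moved the median of all genes only from -0.033 to -0.031 and says little by itself. The spermatogenesis score as a covariate was judged on the 623 of these genes outside the sperm lists. Their median log2 fold-change in *eat-2;nhr-62* against *eat-2* went from -1.02 to -0.60, a ratio of 0.58 (0.39 to 0.61 over left-out libraries). The median standard error was 0.25 before and 0.27 after. The fold-changes became smaller while their standard errors hardly rose, leaving 13 reversed genes. Beside genotype, the effect of the score comes from deviations within genotypes. These were 0.46, -0.6 and 0.15 in N2 replicates 1, 2 and 3 and at most 0.19 in size in the other genotypes. The fit therefore carries a slope set mostly by the N2 libraries to a comparison without them, and the ratio was 0.39 without N2 replicate 2. Genotype and score move together here, so an effect of *nhr-62* on these genes and a difference in stage or germ line between the libraries cannot be told apart.

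The 16 genes called in *nhr-62* against wild-type include 6 that lie within 10 tested genes of another, against a median of 0 and a 95th percentile of 2 in 10000 random draws. These are *fbxa-191*, *fbxa-192*, *fbxa-193*, *fbxa-129*, *C08F11.6* and *C08F11.7*, of which *fbxa-129* and *C08F11.6* were chosen after their values were seen. A variant region carried by a strain would give such clusters. The random draws do not allow for neighbours of a family that change together, as these F-box genes could. The test therefore cannot separate a variant region from a shared response of neighbours. A share of 0.75 (12 of 16) changed the same way in *eat-2* and in *eat-2;nhr-62* against wild-type, which is to be expected in part since the genes were chosen with the same N2 libraries, so whether N2 stands apart from all mutants stays open. A share of 0.44 (7 of 16) changed the same way in *eat-2;nhr-62* against *eat-2*, which leaves open a variant of the *nhr-62(tm1818)* strains as well as an effect of *nhr-62*.

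The lipase gene *C40H1.8* was higher in *eat-2;nhr-62* than in *eat-2*. Reads shared with its neighbours stay open, since *C40H1.7*, with a mean count of 245.8 against 119.1, had a log2 fold-change of 0.09 (standard error 0.46), 1.59 standard errors below that of *C40H1.8*, and *C40H1.9*, with -0.82 and 3.6 standard errors below, has a mean count of 12.2 and could supply few of the reads. Library scaling does not account for this, since the change kept at least 0.87 of its size under the other scalings. An effect of genotype stays open and rests on 3 libraries each.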

How the results depend on the processing

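The fits of replicates 2 and 3 only and the fit with the spermatogenesis score were chosen after seeing the data. Of 461 named genes and comparisons 311 kept call and direction under every alternative. Counts of genes called follow in the order *eat-2* against wild-type, *eat-2;nhr-62* against wild-type, *nhr-62* against wild-type, *eat-2;nhr-62* against *eat-2*, *eat-2;nhr-62* against *nhr-62*, interaction and reversed genes. With 1 library left out they ranged over 3653 to 4434, 557 to 1387, 9 to 18, 109 to 1497, 891 to 2027, 13 to 45 and 84 to 1254. With edgeR's test against a 1.5-fold change they were 1842, 221, 7, 28, 234, 10 and 20. With the adjusted p alone, 8038, 1740, 1624 and 2977 genes were called in *eat-2* and in *eat-2;nhr-62* against wild-type and in *eat-2;nhr-62* against *eat-2* and against *nhr-62*, with 1469 reversed genes. With the spermatogenesis score the counts were 1179 in *eat-2* against wild-type, 24 in *eat-2;nhr-62* against *eat-2*, 800 against *nhr-62* and 13 reversed. Scaling by total counts gave 1472 genes in *eat-2;nhr-62* against *eat-2* and 1353 reversed genes, as it shifts the median of all genes from -0.033 to -0.145. DESeq2 called 199 genes in the interaction. Replicates 2 and 3 only gave 10 genes in *nhr-62* against wild-type and 994 in *eat-2;nhr-62* against *nhr-62*, and the approximation of DESeq on them 30 and 1012. Reversed genes defined as not called in *eat-2;nhr-62* against wild-type numbered 3346, and defined by a call in the interaction 26. The cause was not tested, apart from the thresholds and the smaller numbers of libraries that define some settings.

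The slope between backgrounds ranged from 0.547 to 0.668 with 1 library left out and was 0.743 over genes called in *eat-2;nhr-62* against *nhr-62*, and the ratio of distances ranged from 1.293 to 1.469. The lists that stood apart in *eat-2* against wild-type ranged from 15 to 23, and in *eat-2;nhr-62* against *eat-2* from 14 to 20. With an estimated correlation between genes 2 lists stood apart in *eat-2* against wild-type and 0 in the other. Against no change, which is another question, limma's fry called 25 and 11 lists. The log2 fold-change of *nhr-62* ranged from -0.36 to -0.04 in *nhr-62* against wild-type and from -0.69 to -0.41 in *eat-2;nhr-62* against *eat-2*, and that of *eat-2* from -2.67 to -1.37. Under total counts the medians of several lists near 0 changed sign, among them those that went to 0.083 for mitochondrial ribosomal proteins and 0.135 for the respiratory chain in *eat-2*, and to -0.03 for translation factors in *eat-2;nhr-62* against *eat-2*.

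Whether the replicate numbers mark batches stays open. Correlations of deviations between same-numbered libraries ran from -0.22 to 0.3, 7 of 18 over 0.1, and 6 of 12 libraries matched their own number best. With the replicate block 4263, 1223, 16, 1462, 1990 and 55 genes were called and 1296 reversed. The interaction has no value from the approximation of DESeq or from a fit of only the groups compared.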

Differences from the paper's values

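The fits of replicates 2 and 3 only and with the spermatogenesis score were chosen after seeing the values. Of 64 log2 fold-changes of named genes in the paper's Tables S4 and S6, 64 have the same direction here, and 3 differ by more than the standard error. The paper's value for *C40H1.7* in *eat-2* against wild-type is 1.921, and it was 1.08 here. Of the 20 alternatives set before the data were examined, the fit without N2 replicate 1 lies within its standard error of the paper's value and the other 19 do not (0.76 to 1.56). The fit of replicates 2 and 3 only, chosen after seeing the values, gave 1.99 and the approximation of DESeq on them 1.92, both within a standard error of the paper's value. The approximation of DESeq gives no standard error, so for single genes that of the edgeR fit of all libraries stood in here and below. For *C40H1.7* this was 0.47, against 0.17 for edgeR on replicates 2 and 3. For *inf-1* the paper gives -0.616, against -0.52 here. The gap lies within the standard error under DESeq2's size factors, DESeq2, the approximation of DESeq, and without N2 replicate 1, N2 replicate 2, *eat-2* replicate 1 or *eat-2* replicate 3, and not under the other 13 alternatives (-0.57 to -0.3), and within it, chosen after seeing the values, were replicates 2 and 3 only (-0.55), the approximation of DESeq on them (-0.62) and the spermatogenesis score (-0.59). For *ama-1* the paper gives -0.784, against -0.53 here, and the fit without *eat-2* replicate 1 comes within its standard error while 19 others do not (-0.73 to -0.32). Within it too, chosen after seeing the values, were replicates 2 and 3 only (-0.72), the approximation of DESeq on them (-0.78) and the spermatogenesis score (-0.61). Of the 1999 genes of Table S4 that could be read, 256 were not called in *eat-2* against wild-type here, 148 with replicates 2 and 3 only, 13 under the approximation of DESeq on them and 1339 with the spermatogenesis score. Of the 662 genes of Table S6, 173 were not reversed here and 288, 171 and 649 under those settings.

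The paper's text gives a decrease of about 20% for *raga-1*, *ragc-1* and the ribosomal proteins in *eat-2*. Here *raga-1* decreased by 14.1%, and DESeq2's size factors, DESeq2 and the approximation of DESeq come within a standard error of the paper's value while 17 alternatives do not (decreases of -0.4% to 17.1%). The gene *ragc-1* decreased by 13.7%, and DESeq2 and the approximation of DESeq come within a standard error of the paper's value while 18 alternatives do not (decreases of -0.8% to 16.7%). Ribosomal proteins had a median decrease of 14.6%, and DESeq2's size factors, DESeq2, the approximation of DESeq, and the fits without N2 replicate 2 or *eat-2* replicate 1 come within a standard error of the paper's value while 15 alternatives do not (decreases of 0.2% to 17.7%). For these proteins the standard error on the log2 scale (0.08) was taken once, from all libraries of both genotypes, and used under every alternative. The approximation of DESeq on replicates 2 and 3 only, chosen after seeing the values, came within a standard error for *raga-1*, for *ragc-1* (17.7%) and the ribosomal proteins (19.2%), and replicates 2 and 3 only by edgeR, also chosen after seeing the values, for the ribosomal proteins (15.3%). The fold change of *C40H1.8* in *eat-2;nhr-62* against wild-type was 7.44 here and about 2.3 by qPCR in Fig. 5C, read by eye, and none of the 20 alternatives reaches it (6.92 to 8.44).

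By qPCR the paper reports a smaller rise of *C40H1.8* in *eat-2;nhr-62* than in *eat-2*, and in these libraries it was higher in *eat-2;nhr-62* than in *eat-2* (0.86). It states that the rise of *lgg-1*, one of the genes it measured by qPCR, depends on *nhr-62*. Its evidence is the mRNA level in Fig. 5F and the count of GFP::LGG-1 puncta. In these libraries *lgg-1* had -0.33 in *eat-2;nhr-62* against *eat-2* (adjusted p = 0.12 by edgeR), and no setting called it. A missing call with 3 libraries per genotype does not contradict those other measurements. Several genes that the paper lists as reversed did not pass in *eat-2;nhr-62* against *eat-2*. The gene *col-146* (adjusted p = 0.0616) was called under total counts, no filter, the replicate block and without *eat-2;nhr-62* replicate 1, and *vit-1* (0.0713) under DESeq2, the approximation of DESeq, no filter and without *eat-2* replicate 3. *F57F4.1* (0.0529), *T25B9.6* (0.0527) and *B0280.11* (0.0797) were called under total counts, DESeq2, the replicate block, a fit of only the groups compared, and without N2 replicate 1 or N2 replicate 2, and *F57F4.1* and *T25B9.6* also with no filter and under the approximation of DESeq. The gene *dhs-14* (0.0525) was called under DESeq2's size factors, DESeq2, no filter, the replicate block, and without N2 replicate 1, N2 replicate 2 or *eat-2;nhr-62* replicate 1. Among settings chosen after seeing the values, the approximation of DESeq on replicates 2 and 3 only called these genes apart from *vit-1*, and replicates 2 and 3 only by edgeR called *col-146* and *dhs-14*. Of the TOR pathway genes the paper finds the decrease in *eat-2* significant for TOR alone, while here *let-363* (adjusted p = 0.0424), *raga-1* (0.014) and *ragc-1* (0.00938) were all lower, and 7 of 17 members of the TOR list were lower at an adjusted p under 0.05 by edgeR. Of the genes in Table S6, which number 662, 489 were among the reversed genes, 586 under the approximation of DESeq, and 713 genes were reversed in all, 224 of them outside that table. All 662 had the opposite direction in *eat-2;nhr-62* against *eat-2*.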

Other observations

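The counts over other splits of the libraries were fixed in advance, and the finding on replicates in Table S4 was made after its values were seen.

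With 3 libraries against 3 there are only 10 splits, too few for a share under 0.05. Every split but the real one mixes the genotypes, which adds their difference to the spread. Low counts in the other splits therefore follow from the design and are no evidence against chance. The real counts and the highest of the other splits were 4213 and 0 in *eat-2* against wild-type, 1017 and 0 in *eat-2;nhr-62* against wild-type, 16 and 0 in *nhr-62* against wild-type, 833 and 1 in *eat-2;nhr-62* against *eat-2*, 1666 and 0 in *eat-2;nhr-62* against *nhr-62*, and 713 and 1 for reversed genes.

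Genes of the reference set for qPCR were lower in *eat-2* relative to other genes. The RNA polymerase II gene *ama-1* was lower (log2 fold-change -0.53, standard error 0.14, adjusted p = 0.00713, from edgeR) and the GTPase gene *cdc-42* had a log2 fold-change of -0.15 (standard error 0.05, adjusted p = 0.0346). The paper uses both to scale its qPCR values. Scaling by total counts moved the median log2 fold-change of all genes from 0.059 to 0.284 in this comparison. A decrease as small as that of *cdc-42* need not hold against the total of counts, and another gene overlaps *cdc-42*. The means of Table S6 equal those of all 3 replicates, while the means of Table S4 match those of replicates 2 and 3 to within 0.1%.

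The comparison of *eat-2;nhr-62* with *nhr-62*, which holds the effect of *eat-2* in the *nhr-62(tm1818)* background, raised *ZK218.5* (log2 fold-change 5.48, standard error 0.97, adjusted p = 0.00381), *Y47D7A.13* (4.88, adjusted p = 0.00155) and the collagen genes *col-161* (4.16, adjusted p = 0.00366) and *col-77* (4.03, adjusted p = 0.0105). It lowered *Y48E1B.8* (-3.77, adjusted p = 0.00119), *T22B7.7* (-3.65, adjusted p = 0.000115), *acdh-2* (-3.02, adjusted p = 0.000198) and *D1086.3* (-2.72, adjusted p = 7.55e-05). All adjusted p-values are from edgeR. The first axis of a principal component analysis held 58.7% of the variance and the second 9.1%.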
